# TAZ facilitates breast tumor growth by promoting an immune‐suppressive tumor microenvironment

**DOI:** 10.1002/1878-0261.13525

**Published:** 2023-10-16

**Authors:** Anat Gershoni, Ori Hassin, Nishanth Belugali Nataraj, Sivan Baruch, Adi Avioz‐Seligman, Anna Chiara Pirona, Liat Fellus‐Alyagor, Tomer Meir Salame, Saptaparna Mukherjee, Giuseppe Mallel, Yosef Yarden, Yael Aylon, Moshe Oren

**Keywords:** breast cancer, Hippo pathway, TAZ, Tregs

## Abstract

The core Hippo pathway module consists of a tumour‐suppressive kinase cascade that inhibits the transcriptional coactivators Yes‐associated protein (YAP) and WW domain‐containing transcription regulator protein 1 (WWTR1; also known as TAZ). When the Hippo pathway is downregulated, as often occurs in breast cancer, YAP/TAZ activity is induced. To elaborate the roles of TAZ in triple‐negative breast cancer (TNBC), we depleted *Taz* in murine TNBC 4T1 cells, using either CRISPR/Cas9 or small hairpin RNA (shRNA). TAZ‐depleted cells and their controls, harbouring wild‐type levels of TAZ, were orthotopically injected into the mammary fat pads of syngeneic BALB/c female mice, and mice were monitored for tumour growth. TAZ depletion resulted in smaller tumours compared to the tumours generated by control cells, in line with the notion that TAZ functions as an oncogene in breast cancer. Tumours, as well as their corresponding *in vitro* cultured cells, were then subjected to gene expression profiling by RNA sequencing (RNA‐seq). Interestingly, pathway analysis of the RNA‐seq data indicated a TAZ‐dependent enrichment of ‘Inflammatory Response’, a pathway correlated with TAZ expression levels also in human breast cancer tumours. Specifically, the RNA‐seq analysis predicted a significant depletion of regulatory T cells (Tregs) in TAZ‐deficient tumours, which was experimentally validated by the staining of tumour sections and by quantitative cytometry by time of flight (CyTOF). Strikingly, the differences in tumour size were completely abolished in immune‐deficient mice, demonstrating that the immune‐modulatory capacity of TAZ is critical for its oncogenic activity in this setting. Cytokine array analysis of conditioned medium from cultured cells revealed that TAZ increased the abundance of a small group of cytokines, including plasminogen activator inhibitor 1 (Serpin E1; also known as PAI‐1), CCN family member 4 (CCN4; also known as WISP‐1) and interleukin‐23 (IL‐23), suggesting a potential mechanistic explanation for its *in vivo* immunomodulatory effect. Together, our results imply that TAZ functions in a non‐cell‐autonomous manner to modify the tumour immune microenvironment and dampen the anti‐tumour immune response, thereby facilitating tumour growth.

**Abbreviations**
C‐CAS3: cleaved caspase 3
CCN4: Cellular Communication Network Factor 4, CCN family member 4
CTGF: connective tissue growth factor
CyTOF: cytometry by time of flight
DC: dendritic cells
DECODR: DEconvolution of COmplex DNA Repair
FDR: false discovery rate
FOXP3: forkhead box P3
GSEA: Gene Set Enrichment Analysis
HTAZq: highest quartile TAZ expression
IACUC: Institutional Animal Care and Use Committee
IFNγ: interferon gamma
Il‐23: interleukin 23
KO: knock out
LTAZq: lowest quartile TAZ expression
MDSC: myeloid derived suppressor cell
NS: not significant
PI: propidium iodide
RFS: relapse‐free survival
RNA‐seq: RNA sequencing
RT: room temperature
sgRNA: single guide RNAs
ShC: RNA short hairpin control
ShRNA: short hairpin RNA
TCGA: The Cancer Genome Atlas
TME: tumour microenvironment
TNBC: triple negative breast cancer
Treg: regulatory T cell
WT: wild type
YAP: Yes‐associated protein

## 1 Introduction

The tumour microenvironment (TME) is a complex cellular ecosystem orchestrated by cancer cells to support or suppress tumour growth. Different types of tumour‐infiltrating immune cells differentially modulate cancer progression, some driving antitumour immunity while others actually suppress antitumour immunity [1]. A variety of cells, including, but not limited to, macrophages, dendritic cells (DC), neutrophils, B cells, T cells and cancer‐associated fibroblasts, are recruited to the TME [1]. Cytotoxic CD8^+^ T cells have a pivotal role in tumour cell death and clearance. CD8^+^ T cell functionality is dependent on priming and activation; both processes occur in the TME to produce an efficient antitumoral immune response [2]. However, more often than not, T cells in the TME are poorly primed, resulting in a dysfunctional differentiated state termed “exhausted”, thus failing to control tumour growth and subsequently facilitating tumour progression [2]. regulatory T cells (Tregs) suppress the function of immune effector cells, such as CD8^+^ T cells, by a variety of mechanisms, making them key factors in tumour immune surveillance. Specifically, Tregs can cause CD8^+^ T cell exhaustion via secretion of cytokines [3]. Inducible cytokines play a major role in intercellular communication within the immune system, as well as in the crosstalk between immune cells and cancer cells within the TME [4]. Many studies have collectively shown that cytokines and their receptors are often deregulated under pathological conditions, including in cancer [5]. In particular, cytokines present in the TME may promote a tumour supportive microenvironment via suppression of antitumour immunity, accelerating tumour growth and progression [4].

The Hippo pathway is a conserved serine/threonine kinase cascade that controls organ size by regulating its two main downstream effectors, YAP and TAZ. Hippo‐mediated phosphorylation of YAP or TAZ results in their cytoplasmic retention and proteasomal degradation [6, 7, 8]. Under conditions in which the Hippo kinases are inactive, YAP and TAZ translocate to the nucleus and, together with transcription factors such as the TEAD family members, induce the transcription of genes related to migration and growth [8, 9, 10, 11, 12]. Hippo pathway deregulation has been associated with various types of malignancies, including lung, liver, ovarian and breast cancer [6, 13]. Compared to YAP, TAZ is relatively understudied and its role in tumour development has been less extensively characterized.

Breast cancer is the most prominent cancer type for women, accounting for about 30% of all newly diagnosed cases every year. Additionally, it is the second leading cause of cancer‐related death among women [14]. Enhanced TAZ transcriptional activity in breast cancer is correlated with high histological grade, enrichment of stem cell signature, high tendency to develop metastases and poor survival [15, 16]. Importantly, TAZ has been shown to regulate tumour‐immune crosstalk in the TME, mainly via its influence on T cells and macrophages [17]. Additionally, it was recently reported that expression of TAZ correlates strongly with the expression of proinflammatory cytokines [18, 19, 20, 21]. Collectively, these observations suggest that TAZ may play a critical role in the interaction between cancer cells and immune cells in the TME.

In the present study, we set out to explore the role of TAZ in breast cancer development. We report that TAZ regulates a distinct transcriptional program, favouring evasion of cancer cells from immune surveillance and resulting in accelerated tumour growth. Specifically, TAZ drives the production of a small set of cytokines, which possibly promote a tumour supportive TME. Overall, our findings support the conclusion that, in addition to its well‐documented cell‐autonomous oncogenic activities, TAZ can also contribute to tumour progression via cell non‐autonomous mechanisms.

## 2 Materials and methods

### 2.1 Generation of TAZ‐KO and shTAZ mouse breast cancer cell clones

4T1 cells (RRID:CVCL_0125) were purchased from ATCC. All experiments were performed with mycoplasma‐free cells. To generate knockout clones, a CRISPR/Cas9 two plasmid system was used [22]. Initially, 4T1 cells, which possess a tetraploid genome [23], were infected with a recombinant lentivirus harbouring the gene for Cas9. These cells were selected with 5 μg·mL^−1^ blasticidin and then seeded in a 96‐well culture plate to obtain single clones of 4T1‐Cas9 cells. A single cell clone with prominent expression of Cas9 was selected for subsequent infections with a lentivirus expressing single guide RNAs (sgRNAs) targeting sites within the mouse *Taz* (*Wwtr1*) gene. These cells were re‐selected with 1 μg·mL^−1^ puromycin, followed by single cell clone selection. Altogether, two independent *Taz* knockout (KO) clones, with the same sgRNA, were obtained. As wild type (WT) controls, we used single cell clones of 4T1‐Cas9 cells not infected with sgRNA (Fig. S1a). Successful editing of all four *Taz* alleles was confirmed by DNA sequencing and analysis using DEconvolution of COmplex DNA Repair (DECODR) [24].

To obtain inducible knockdown of *Taz*, 4T1 cells were stably transduced with lentiviruses driving doxycycline‐inducible expression of TAZ‐targeting shRNA (shTAZ), or of scrambled shRNA as control (shC); sequences are listed in Table S1. Cells were selected with 1 μg·mL^−1^ puromycin. Expression of the shRNA was induced *in vitro* by 48 h treatment with 6 mm doxycycline (Sigma‐Aldrich, #24390‐14‐5, St. Louis, MO, USA), and *in vivo* by feeding the mice with chow containing doxycycline (TD.01306, 625 mg·kg^−1^).

4T1 cells were obtained directly from ATCC and were immediately expanded with minimal passaging, frozen in aliquots and stored in liquid nitrogen. For subsequent experiments, frozen cells were thawed and grown with minimal *in vitro* passaging.

### 2.2 Western blot analysis

Western blot analysis was performed as described [25], using the following antibodies: GAPDH (Cell Signaling, Catalog #2118), YAP/TAZ (Cell Signaling, Catalog #8418), TAZ (Cell Signaling, Catalog #4883). Conjugated anti‐rabbit secondary antibodies were from Jackson ImmunoResearch. Imaging and quantification were performed using a ChemiDoc MP Imager with image lab 4.1 software (Bio‐Rad, CA, USA).

### 2.3 Immunohistochemistry

Following fixation, samples were stained with haematoxylin and eosin (H&E, Sigma, Catalog #HHS332 and Catalog #HT110332), anti‐CD3 (Abcam, MA, USA, Catalog #ab16669), anti‐CD8a (eBioscience, CA, USA, Catalog #14‐0808‐82), anti‐FOXP3 (eBioscience, Catalog #14‐5773‐82), anti‐Ki67 (Abcam, Catalog #ab16667) and anti‐Cleaved Caspase‐3 (Cell Signaling Technology, Catalog #9661L). Slides were imaged using a Leica Mi8 microscope equipped with a motorized stage and a Leica DFC365 FX camera. Single 10× magnification images were tiled to obtain a full scan of the tumour section. Staining intensity was quantified using imagej software [26].

### 2.4 RNA isolation and RT‐qPCR analysis

RNA was isolated using a NucleoSpin kit (Macherey Nagel, Duren, Germany, 740955.50). 1–2 μg of each RNA sample was reverse transcribed using LunaScript (LunaScript ^®^ RT SuperMix Kit, NEB‐E3010L). Reverse transcriptase qPCR (RT‐qPCR) was performed using SYBR Green PCR Supermix (Thermo Fisher Scientific, MA, USA, #4385614) with a StepOne real‐time PCR instrument (Applied Biosystems, MA, USA). For each gene, values for the standard curve were measured and the relative quantity was normalized to *HPRT* or *GAPDH* mRNA. Primers are listed in Table S2.

### 2.5 RNA library preparation and sequencing

A bulk adaptation of the MARS‐Seq protocol [27] was used to generate RNA‐seq libraries. Briefly, 30 ng of input RNA from each sample was barcoded during reverse transcription and pooled. Following Agencourt AMPure XP beads cleanup (Beckman Coulter, CA, USA), the pooled samples underwent second strand synthesis and were linearly amplified by T7 *in vitro* transcription. The resulting RNA was fragmented and converted into a sequencing‐ready library by tagging the samples with Illumina sequences during ligation, RT and PCR. Libraries were quantified by Qubit (Thermo Fisher Scientific) and TapeStation (Agilent, CA, USA). Sequencing was done with a Nextseq 75 cycles high output kit (Illumina, CA, USA).

RNA‐sequencing (RNA‐seq) analysis was performed using the UTAP transcriptome analysis pipeline [28]. Reads were trimmed to remove adapters and low‐quality bases using cutadapt [29] and mapped to genome GRCm38 (Gencode, UCSC) using star v2.4.2a [30]. Counts normalization and differential expression detection were performed with DESeq2 [31]. For *in vitro* RNA‐seq, batch correction was done using the Surrogate Variable Analysis (sva; 3.26.0) r package. Gene Set Enrichment Analysis was performed using the gsea [32] preranked tool. CIBERSORT was used to deconvolute bulk RNA data from tumour samples, predicting the relative abundance of immune cell components that comprise the TME [33].

### 2.6 Animals

The mouse strains used in this study were BALB/c inbred mice (BALB/cOlaHsd), NSG mice (NOD.CB17‐Prkdcscid/NCrHsd), and nude mice (Hsd:Athymic Nude‐Foxn1nu/Foxn1^+^). Mice were purchased from ENVIGO, Jerusalem. All experiments were conducted with 8‐week‐old female mice.

All mouse experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of the Weizmann Institute (application no: 01260120‐2). Housing and handling conditions were as follows: the temperature in the animal rooms was 21 °C with 50% humidity, and animals were maintained under alternating cycles of 12 h of light and 12 h of darkness. Sentinels were placed in all carts to control for good health conditions in the unit. Numbers of mice in each experimental group are listed in Table S3.

To knock down TAZ in the tumours of BALB/c or NSG mice, animals were pre‐fed with chow diet containing doxycycline (TD.01306, 625 mg·kg^−1^) for 3 days prior to injection, and maintained on the same diet for the entire duration of the experiments.

### 2.7 Human data analysis

TCGA breast invasive carcinoma gene expression clinical data [IlluminaHiSeq log (normalized counts +1)] were downloaded from the Xena cancer genome browser (http://xena.ucsc.edu). Triple negative breast cancer (TNBC) tumours were defined as oestrogen, progesterone and HER negative. TNBC samples were analysed by comparing the 25% of tumours expressing the highest levels of TAZ (HTAZq) vs. the 25% of tumours expressing the lowest levels (LTAZq). Differences between groups of tumours were examined by *t*‐test. Several gene signatures adapted from the literature were then compared between the HTAZq and LTAZq groups. In Xena genomic signatures, expressed as a weighted sum of genes, once a signature was entered, the value for each gene name for each sample was substituted with an algebraic value corresponding to expression. Correlation analysis was done using Xena Pearson correlation analysis.

Survival plots were generated with the Kaplan–Meier plotter tool [34] using the following probes: TAZ 202132_at, WISP1 211312_s_at, SERPINE1 202627_s_at, IL23a 220054_at. Tumours were divided according to expression (median cutoff). When comparing groups of genes as a signature, z‐scores of the expression were calculated per each gene, and the average of these *z*‐scores per sample was used for comparisons.

### 2.8 Cytokine array

Cytokine array analysis was performed with a proteome profiler array (Mouse XL Cytokine Array Kit, R&D Systems, MN, USA, #ARY028). Cell supernatants were collected 48 h after seeding. Quantification of the blot membrane was performed with imagej software, normalizing the dot intensity compared to control dot intensity minus the background intensity. Each cytokine was represented in duplicate, and the average normalized value was used for quantification.

### 2.9 Cytometry by time of flight (CyTOF)

4T1 tumour samples were dispersed into single‐cell suspensions prior to analysis. Mechanical and enzymatic dissociation was performed using the tough tumour dissociation protocol on a GentleMACS Dissociator and the Multi Tissue Dissociation Kit 2 (37C_M_TDK_2, Miltenyi, Bergisch Gladbach, Germany) according to the manufacturer's instructions. After tissue dissociation, single‐cell suspensions were filtered through 70 μm meshes to remove non‐dissociated clumps. Red blood cell lysis solution (#130‐094‐183, Miltenyi) was used to remove red blood cells; the solution was applied to the filters, incubated with the single‐cell suspensions and then washed, according to manufacturer's instructions.

The number of viable cells in the single‐cell suspensions was assessed using Trypan Blue. Immune cell enrichment was then performed by depletion of epithelial tumour cells, using CD326 (EpCAM) MicroBeads (#130‐105‐958, Milteny). Briefly, CD326 magnetic beads in phosphate‐buffered saline (PBS; pH 7.2, 0.5% BSA, 2 mm EDTA) were incubated with the cell suspensions for 15 min at 4 °C. Labelled and non‐labelled cells were collected using magnetic separating LS columns (#130‐042‐401, Milteny) and QuadroMACS Separator (#130‐091‐051, Milteny) according to the manufacturer's instructions. RNA was extracted and reverse‐transcribed from the EpCAM^+^ epithelial tumour cells, and TAZ expression and transcriptional activity were evaluated by RT‐qPCR of TAZ and CTGF, respectively.

EpCAM‐negative cells were washed with Maxpar PBS (Fluidigm, CA, USA, #201058) and transferred to a 96‐Well Conical Bottom Plate (#249952, Thermo Fisher Scientific) to reduce cell loss. Two washes were performed with DMEM +10% FBS and with Maxpar Cell Staining Buffer (Fluidigm # 201068). To prevent non‐specific binding, Fc receptors were blocked before staining using anti‐CD16/32 antibody (#101302, BioLegend), according to the manufacturer's instructions. Next, about 1 × 10^6^ cells per sample were incubated with the extracellular antibodies cocktail for 45 min on ice. Cells were washed with Maxpar Cell Staining Buffer (Fluidigm #201068) and with Maxpar PBS (Fluidigm #201058), labelled with 1.25 μm Cell‐ID—Cisplatin (Fluidigm #201064) for 1 min to stain for dead cells, and counted. Then, cells were fixed with fresh 1.6% paraformaldehyde (from a stock of 16% paraformaldehyde, #15710, Electron Microscopy Sciences, in PBS) and incubated at 4 °C overnight.

Next, the cells were fixed and permeabilized with the Maxpar Nuclear Antigen Staining Buffer Set (Fluidigm #201063), followed by counting. Cell barcoding was then performed with the Cell‐ID 20‐Plex Pd Barcoding Kit (Fluidigm #201060): cells were incubated with 1–2 μL barcode in Maxpar Nuclear permeabilization buffer (from the Antigen Staining Buffer Set) for 1 h at room temperature (RT). The cells were then washed twice with the Maxpar Nuclear permeabilization buffer and the barcoded samples were combined. Next, cells were washed again with Maxpar Nuclear permeabilization buffer, and 10% horse serum in Maxpar Nuclear permeabilization buffer and 10% FBS in PBS were added to reduce non‐specific background. Then, the cells were incubated with the intracellular antibodies cocktail for 45 min at RT, washed twice with Maxpar Cell Staining Buffer and fixed with fresh 4% paraformaldehyde (from 16% paraformaldehyde, #15710, Electron Microscopy Sciences, in PBS) at 4 °C for 3 days. The paraformaldehyde solution was then supplemented with Cell‐ID Intercalator‐Ir (Fluidigm #201192A) at a final concentration of 125 nm and incubated for 45 min at RT to label DNA. The cells were then washed twice with Maxpar Cell Staining Buffer followed by Maxpar Cell Acquisition Solution (Fluidigm # 201240), at a concentration of about 300 K cells·mL^−1^, and filtered through a 35 μm mesh. Data was acquired via a Fluidigm CyTOF Helios platform. Metal conjugated antibodies were purchased from Fluidigm or conjugated in‐house using the MIBItag Conjugation Kit (IONPATH). Analysis of the CyTOF data was performed using flowjo. Cytobank Gating editor was used to separate positive populations.

### 2.10 Statistics

All value points of all line and bar graphs are mean ± SEM unless noted otherwise. The significance of all averages presented in the bar or line graphs was determined with *t*‐test. *P*‐values are denoted as follows: *P* < 0.05 (*), *P* < 0.01 (**), *P* < 0.005 (***), not significant (NS).

## 3 Results

### 3.1 Diminished expression of TAZ decreases tumour size

To explore biological mechanisms that might account for the association of high TAZ expression with poor survival of breast cancer patients, we depleted the *Taz* gene from mouse 4T1 breast cancer cells using CRISPR/Cas9, to generate TAZ knockout (TAZ‐KO) cells. The sgRNA sequence and the targeted location in the *Taz* (*Wwtr1*) coding region are shown in Fig. S1a. Genomic DNA sequencing confirmed effective targeting of all four *Taz* alleles of the tetraploid 4T1 cells (Fig. S1b). In agreement, RT‐qPCR analysis showed a significant decrease in *Taz* mRNA, compared to WT control clones (Fig. S1c), presumably owing to nonsense‐mediated RNA decay. As expected, the TAZ‐KO cells displayed complete loss of TAZ protein (Fig. 1A). In parallel, we generated 4T1 cells with inducible knockdown of TAZ (shTAZ), which were maintained as a cell pool. Treatment of the shTAZ cells *in vitro* for 48 h with 6 μm doxycycline resulted in a significant decrease in *Taz* mRNA (Fig. S1d) and a marked reduction in TAZ protein (Fig. 1B), compared to shRNA control (shC) cells.

**Fig. 1:**
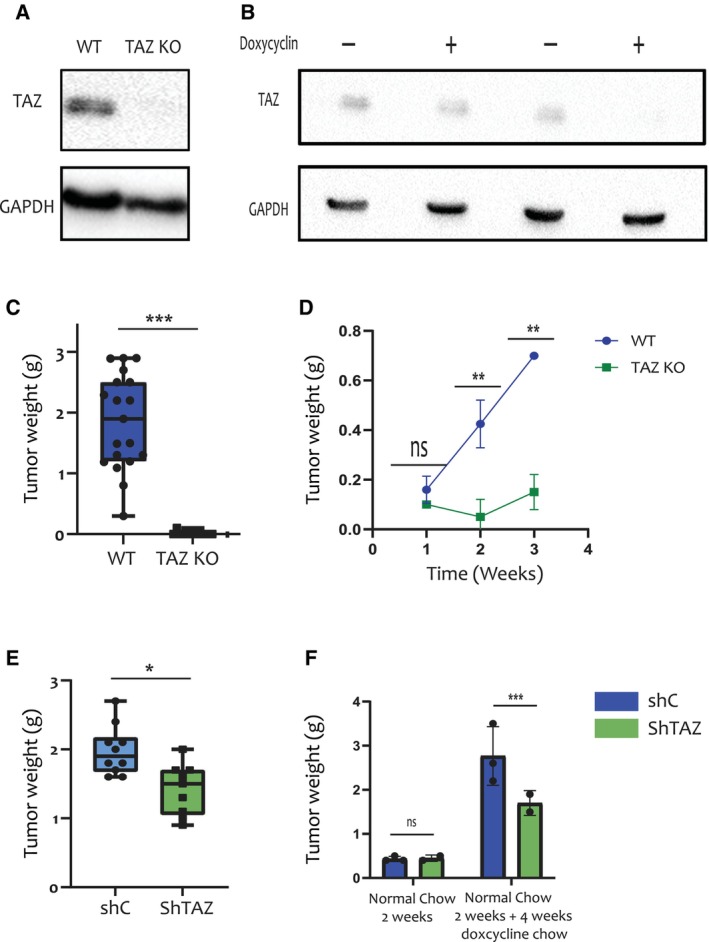
TAZ is required for optimal growth of 4T1‐derived mammary tumours. (A) Western blot analysis of TAZ (Cell Signaling, Catalog #4883) and GAPDH proteins in representative WT and TAZ‐KO 4T1 single cell clones (*n* = 3). (B) Western blot analysis of TAZ and GAPDH proteins in control shRNA (shC) and shTAZ 4T1 cell pools (*n* = 3), harvested after 48 h with or without doxycycline (6 μm). (C) WT and TAZ‐KO 4T1 cells (0.25 × 10^6^) were orthotopically injected into the mammary fat pads of BALB/c mice. Tumours were excised and weighed 6 weeks later. TAZ‐KO tumours were undetectable. Cumulative data from 17 mice injected with either of 3 WT clones and 12 mice injected with either of 2 TAZ‐KO clones. Error bars indicate mean ± SEM from all repeats. ***P < 0.001, Unpaired *T*‐test. (D) WT and TAZ‐KO 4T1 cells (1 clone of each, 0.25 × 10^6^) were injected as in (C). Tumours were harvested at the indicated time points and weighed. Numbers of mice were: 1 week, 5 WT and 2 TAZ‐KO mice; 2 weeks: 4 WT and 2 TAZ‐KO mice; 3 weeks: 3 WT and 2 TAZ‐KO mice. Error bars indicate mean ± SEM from all repeats. **P < 0.01, Unpaired *T*‐test. (E) 4T1 cells harbouring inducible shRNA, either shC or shTAZ, were treated *in vitro* for 48 h with 6 μm doxycycline, and 0.25 × 10^6^ cells were orthotopically injected into the mammary fat pads of BALB/c mice pre‐fed for 2 weeks with doxycycline chow (625 mg·kg^−1^). Mice were maintained on doxycycline chow for 6 weeks, after which tumours were excised and weighed. Data was compiled from 9 shTAZ and 10 shC mice. Error bars indicate mean ± SEM from all repeats. *P < 0.05, Unpaired *T*‐test. (F) shC and shTAZ 4T1 cells were orthotopically injected (*n* = 3 for ShC group and *n* = 2 for ShTAZ group) into BALB/c mice (0.25 × 10^6^ cells per mouse). Mice were maintained on normal chow for 2 weeks, and then either sacrificed for tumour analysis (left) or switched to doxycycline chow for 4 more weeks (right; *P*‐value = 0.004). Error bars indicate mean ± SEM from all repeats. ***P < 0.001, Unpaired *T*‐test. KO, knockout; ShC, scrambled shRNA; ShTAZ, *TAZ*‐targeting shRNA; WT, wild type.

Next, we injected TAZ‐KO and shTAZ cells, and their corresponding control cells, into the mammary fat pads of female BALB/c mice. Strikingly, by 6 weeks after injection, no tumours could be observed in the mice injected with the TAZ‐KO cells, in contrast to the large tumours that developed in mice injected with their wild type (WT) counterparts (Fig. 1C). Excision of tumours at earlier time points revealed a failure of tumours to grow in the TAZ‐KO‐injected mice as compared to the WT‐injected mice, which was already evident as early as 2 weeks post injection (Fig. 1D). Together, these observations suggested that depletion of TAZ severely restricts tumour growth at initial stages and presumably leads to eventual complete elimination of these tumours. Similarly, orthotopic injection of shTAZ cells into mice that were continuously fed with doxycycline chow resulted in decreased tumour size compared to control shRNA (shC) (Fig. 1E). To obtain further temporal resolution of this process, BALB/c mice injected with either shTAZ or shC cells were fed with normal chow for 2 weeks, at which time half of the mice were sacrificed. As seen in Fig. 1F, under those conditions, when TAZ shRNA expression was not induced, shTAZ and shC tumours were similar in size. The rest of the mice were then switched to doxycycline‐containing chow for an additional 4 weeks, to silence TAZ expression in the shTAZ tumours. Remarkably, this resulted in a significant growth retardation of the shTAZ tumours relative to their shC controls (Fig. 1F), implying that TAZ is required not only for tumour establishment but also for optimal continued growth in a syngeneic host.

### 3.2 TAZ‐dependent tumour growth is associated with diminished apoptosis

To elucidate the biological processes that may contribute to TAZ‐dependent tumour growth, we first tested whether TAZ drives increased proliferation of the cancer cells *in vivo*. However, we did not observe significant differences in the abundance of Ki67‐positive cells when comparing WT vs. TAZ‐KO tumours at early time points, when such comparison could still be performed (Fig. 2A,C). Likewise, no differences in Ki67‐positive cell abundance were seen when shC and shTAZ tumours were compared 6 weeks post‐injection (Fig. 2B,D). Thus, it is unlikely that enhanced cell proliferation accounts for the tumour promoting effect of TAZ in this model.

**Fig. 2:**
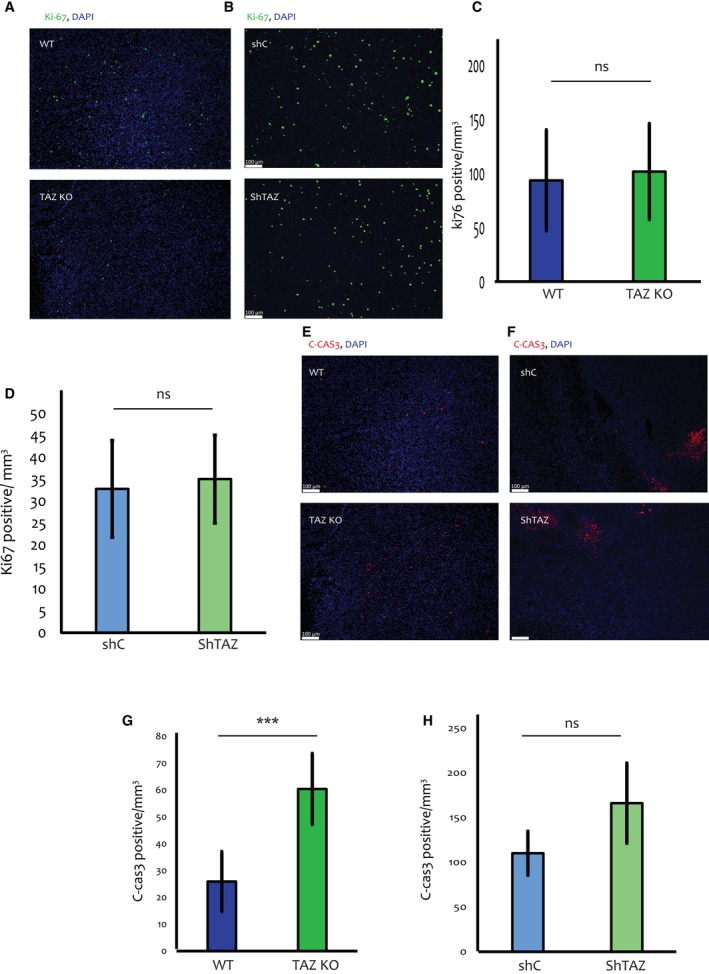
TAZ depletion results in increased apoptosis in 4T1 tumours. (A) Representative images (10× magnification) of Ki67 (green) and DAPI (blue) staining of sections from either WT and TAZ‐KO tumours (*n* = 4 per group) harvested 2 weeks post injection into BALB/c mice. Scale bar = 100 μm. (B) Representative images (10× magnification) of Ki67 and DAPI staining of shC and shTAZ tumours (*n* = 5 per group) induced as in Fig. 1E. (C) Quantification of Ki67‐positive cells in WT and TAZ‐KO tumours, compiled from entire slide scans of 4 WT and 4 TAZ‐KO tumours excised 2 weeks post injection, as well as 2 WT and 2 TAZ‐KO tumours excised 3 weeks post injection. Ki67‐positive cells were counted using the imagej MOMENT threshold and normalized to the measured area using imagej polygon selection. Error bars indicate mean ± SEM from all repeats. *P* > 0.05, Unpaired *T*‐test. (D) Quantification of Ki67‐positive cells in shC and shTAZ tumours (5 tumours each), harvested after 6 weeks of feeding with doxycycline chow (625 mg·kg^−1^). Analysis was performed as in (C). Error bars indicate mean ± SEM from all repeats. *P* > 0.05, Unpaired *T*‐test. (E) Images of C‐Cas3 (red) and DAPI (blue) staining of sections [tissue sections similar to (A)] from representative WT and TAZ‐KO tumours (*n* = 4 per group), harvested 2 weeks post injection into BALB/c mice. Scale bar = 100 μm. Tissue section are similar to those in (A). (F) Images of C‐Cas3 and DAPI staining of sections from representative shC and shTAZ tumours (*n* = 5 per group) harvested 6 weeks post injection. Scale bar = 100 μm. (G) Quantification of C‐Cas3 staining in WT vs. TAZ KO tumours. Values were compiled from entire slide scans of 4 WT and 4 TAZ‐KO tumours excised 2 weeks post injection, as well as 2 WT and 2 TAZ‐KO tumours excised 3 weeks post injection. C‐Cas3‐positive cells were counted using imagej MOMENT threshold and normalized to the measured area using imagej polygon selection. Error bars indicate mean ± SEM from all repeats. ***P < 0.001, Unpaired *T*‐test. (H) Quantification of C‐Cas3 staining in shC and shTAZ tumours, done as in (G). Data compiled from 5 shC and 5 shTAZ tumours, induced as in (D) and harvested after 6 weeks. Error bars indicate mean ± SEM from all repeats. *P* > 0.05, Unpaired *T*‐test. C‐Cas3, cleaved caspase 3; KO, knockout; ShC, scrambled shRNA; ShTAZ, *TAZ*‐targeting shRNA; WT, wild type.

Attenuation of cell death could provide an alternative explanation for differences in tumour size. To test this possibility, we employed cleaved caspase 3 (C‐Cas3) staining to monitor apoptosis. Remarkably, 2 or 3 weeks post‐injection, C‐Cas3‐positive cells were significantly more abundant in the TAZ‐KO tumours than in the WT ones (Fig. 2E,G), consistent with the differences in tumour size. Likewise, a trend towards augmented apoptosis was observed in shTAZ tumours relative to shC tumours, in mice continuously fed with doxycycline chow for 6 weeks (Fig. 2F,H). In contrast, analysis of *in vitro* cell death by propidium iodide (PI) staining in shC and shTAZ cells, treated for 48 h with doxycycline, did not reveal any significant differences in cell death (Fig. S1e).

YAP and TAZ share many common downstream targets. It was therefore important to validate that YAP expression was not affected by TAZ depletion. As shown in Fig. S1f, YAP protein levels remained unchanged upon TAZ knockout, ruling out confounding effects of altered YAP expression.

Together, these observations suggest that TAZ may protect the cancer cells against apoptotic death particularly within the context of the tumour microenvironment.

### 3.3 Transcriptional programs driven by TAZ elicit changes in the tumour immune microenvironment

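RNA from 4 shC tumours and 4 shTAZ tumours was sequenced by MARS-seq, a bulk protocol that counts the 3′ ends of transcripts. The tumours came from 4T1 mouse breast cancer cells with a doxycycline-inducible hairpin RNA, directed at TAZ in the shTAZ line and at no mouse gene in the shC line. They were taken 6 weeks after injection from mice on chow with 625 mg of doxycycline per kg. The authors trimmed the reads with cutadapt, mapped them to the mouse genome and counted them per gene, and these counts were used here. The total count was 2282612 to 22364483 per shC tumour (median 2895769.5) and 1659736 to 3179767 per shTAZ tumour (median 2431112). Of 13414 listed genes, 9196 passed edgeR's expression filter and were normalized by TMM, and the 2 groups were compared with edgeR's quasi-likelihood test, with every fold change given as shTAZ over shC. Wwtr1, which encodes TAZ, lies on chromosome 3 of GRCm38 from 57455649 to 57575910. Its level was 39.9 ± 15.0 CPM (counts scaled to the normalized library size, SD, n = 4) in shC tumours and 19.6 ± 5.27 CPM (SD, n = 4) in shTAZ tumours, a log2 fold change of −1.03 (SE 0.30). Every shTAZ tumour was below every shC tumour (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 tumours against 4 allow), and its adjusted p over all genes was 0.923 from edgeR. Over all genes, 0 had an adjusted p under 0.05 with edgeR, 366 had an unadjusted p under 0.05 (459.8 would by chance), and 140 of these were higher and 226 lower in shTAZ tumours. The 2 groups did not overlap for 2.39% of the tested genes, where 2.86% would by chance. DESeq2 gave 381 genes at an unadjusted p under 0.05 and 4 at an adjusted p under 0.05, which are named here after their values were seen. Fcrls, an Fc receptor-like gene of macrophages and microglia, was at 10.9 ± 3.96 CPM (SD, n = 4) in shC tumours and 46.1 ± 15.4 CPM in shTAZ tumours, a log2 fold change of 2.06 (DESeq2 adjusted p = 5.60e-05, edgeR adjusted p = 0.432). Adamdec1, a metalloprotease gene, was at 31.5 ± 6.85 CPM and 8.38 ± 3.30 CPM, a log2 fold change of −1.89 (DESeq2 adjusted p = 0.000131, edgeR adjusted p = 0.432). Clec4a1, a C-type lectin gene of myeloid cells, had a log2 fold change of 1.54 (DESeq2 adjusted p = 0.0357) and Ibsp, which encodes bone sialoprotein, one of −3.23 (DESeq2 adjusted p = 0.00234), both with an edgeR adjusted p of 0.923. The authors' own DESeq2 results mark 15 genes as passing in tumours, 5 higher in shC and 10 higher in shTAZ tumours. Of these 15, 6 were among the genes tested here. Krt10, Lor, Lce1b and Lce1c, genes of epidermal keratinization, are among the 10. Single tumours held counts of genes of other tissues. Genes of epidermal keratinization made up 0.427% of the counts of shTAZ tumour 3 (95% Wilson interval 0.417 to 0.437, for counting error only) and 0.351% of those of shTAZ tumour 4 (0.344 to 0.358), and at most 0.00866% in each other tumour (shC tumour 2, 0.00766 to 0.00978). Genes of urothelium and smooth muscle made up 0.617% in shC tumour 2 (0.608 to 0.626) and at most 0.0372% in each other tumour (shC tumour 4, 0.0351 to 0.0396).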

To explore molecular mechanisms that may underlie the biological effects of TAZ, we performed comparative global expression analysis (RNA‐seq) of four shC tumours and four shTAZ tumours, harvested 6 weeks post injection from mice that were continuously fed with doxycycline chow. Additionally, we performed RNA‐seq analysis of shTAZ and shC cells treated *in vitro* with doxycycline for 48 h, as well of TAZ‐KO cells (2 independent clones) and WT control cells (3 independent clones). 

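Cultured shC and shTAZ 4T1 cells, 3 cultures of each, were sequenced with the same protocol after 48 h with 6 µM doxycycline in the paper's design. The total count was 6820673 to 14815813 per shC culture (median 10494087) and 2243071 to 7959163 per shTAZ culture (median 2413107). The authors' counts were used before their batch correction with sva, and 1 surrogate variable estimated by svaseq was added to the model instead. Of 11793 listed genes, 9828 were tested. The TAZ-KO and WT clones are not analysed here. Wwtr1 was at 31.9 ± 7.83 CPM (SD, n = 3) in shC cells and 8.22 ± 2.24 CPM (SD, n = 3) in shTAZ cells, a log2 fold change of −2.25 (SE 0.35, adjusted p = 0.0647 from edgeR). Every shTAZ culture was below every shC culture (exact permutation test, two-sided, p = 0.1, the smallest that 3 cultures against 3 allow). With a term for the replicate number in place of the surrogate variable its log2 fold change was −1.96 and its adjusted p 0.00539, and the adjusted p was also under 0.05 with no filter on low counts (0.0339), with at least 10 counts in every culture (0.0367) and without shC cells 3 (0.0128). Ctgf, a YAP/TAZ target listed as Ccn2 in this table, had a log2 fold change of −1.25 (SE 0.41, adjusted p = 0.749), with −0.32 without shC cells 1. Yap1 had one of −0.05 (SE 0.25, adjusted p = 0.997). Yap1 was at 0.24 without shC cells 1, at 0.31 without shTAZ cells 3, and at 0.10 with the term for the replicate number. Over all genes, 0 had an adjusted p under 0.05 with edgeR and 496 had an unadjusted p under 0.05 (491.4 would by chance), 163 higher and 333 lower in shTAZ cells, and DESeq2 gave 8 genes at an adjusted p under 0.05. The groups did not overlap for 5.57% of the tested genes, where 10% would by chance. With the term for the replicate number 6 genes passed, 2 higher and 4 lower. Besides Wwtr1 these held Rpl29, a ribosomal protein gene (log2 fold change −1.95, adjusted p = 0.0117), Polr2a, the largest subunit of RNA polymerase II (1.21, adjusted p = 0.0484), and Slpi, a secreted protease inhibitor (1.16, adjusted p = 0.0484), named after their values were seen. The count of genes was 2 without shC cells 1, 3 without shC cells 2, 69 without shC cells 3 and 3 without shTAZ cells 3. The authors' own DESeq2 results mark 6 genes as passing in cells, 3 higher in shC and 3 higher in shTAZ cells. Wwtr1 is among them (adjusted p = 0.00083 from their DESeq2 fit).

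**Figure D1:**
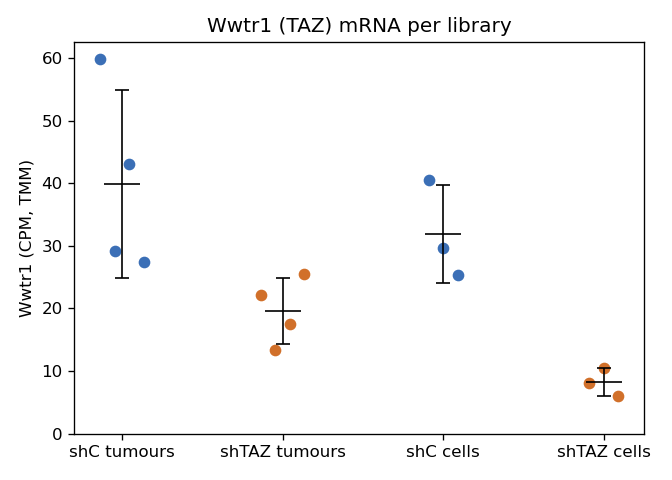
Wwtr1 in CPM, normalized by TMM, in each shC and shTAZ tumour (4 of each) and each shC and shTAZ culture (3 of each). Points are single libraries, and lines with bars are the mean ± SD of a group. The shTAZ libraries lie below every shC library of the same material.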

Gene set enrichment analysis (GSEA) of the RNA‐seq data yielded seven pathways that were enriched with an FDR of 0.05 or lower in the shC tumours relative to the shTAZ tumours (Fig. 3A), suggesting that these pathways are regulated by TAZ *in vivo*. 

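In fgsea, lists of proliferation, macrophage, bile acid and cholesterol metabolism and oxidative phosphorylation genes scored higher in shTAZ tumours than in shC tumours and immediate early genes lower. None of these calls was kept with an estimated correlation between genes (adjusted p = 0.787 to 0.811). Of 31 measured genes of a list of proliferation genes, 31 were higher, with a median log2 fold change of 0.36. Ccne1, which encodes cyclin E1, was at 7.37 ± 2.68 CPM (SD, n = 4) in shC tumours and 14.1 ± 1.55 CPM in shTAZ tumours, and every shTAZ tumour was above every shC tumour. Tk1, a thymidine kinase of S phase, had a log2 fold change of 0.71 (SE 0.37). The score of the proliferation list, its mean log2 CPM centred on all tumours, was −1.44 in shC tumour 1 and 0.05 to 0.31 in the other shC tumours. It was 0.17, 1.05, −0.024 and −0.33 in shTAZ tumours 1 to 4. The normalized enrichment score (NES) of the proliferation list from preranked fgsea was 2.41, with an adjusted p of 6.47e-05 from fgsea over 41 lists, and adjusted p = 0.787 with an estimated correlation between genes (camera). This adjusted p was 0.101 without shC tumour 1 and 0.501 without shTAZ tumour 2. Of 21 measured macrophage genes, 18 were higher, such as C1qa, which encodes a chain of complement C1q, at 2575 ± 860 CPM (SD, n = 4) in shC and 3741 ± 921 CPM in shTAZ tumours. The list had an NES of 2.13 (adjusted p = 0.0028, and adjusted p = 0.787 with an estimated correlation), and an adjusted p of 0.283 without shC tumour 4 and 0.0779 without shTAZ tumour 3. Of 18 measured genes of bile acid and cholesterol metabolism, 16 were higher, among them Mvk, which encodes mevalonate kinase (log2 fold change 0.61, SE 0.24), and Sc5d, a sterol desaturase (0.54, SE 0.31). Their NES was 2.09 (adjusted p = 0.0028, and adjusted p = 0.787 with an estimated correlation), and the adjusted p was 0.0733 without shC tumour 1, 0.0908 without shC tumour 4 and 0.268 without shTAZ tumour 3. Of 73 subunits of oxidative phosphorylation, 50 were higher, by a median log2 fold change of 0.07, such as the ATP synthase gene Atp5g3 (0.33, SE 0.17) and the cytochrome c oxidase gene Cox6b1 (0.30, SE 0.16). For this list the NES was 1.82 (adjusted p = 0.00511, and adjusted p = 0.811 with an estimated correlation), and the adjusted p was 0.386 without shC tumour 1, 0.0936 without shC tumour 4, 0.214 without shTAZ tumour 2 and 0.233 without shTAZ tumour 4. Of 23 immediate early and stress genes, 20 were lower, such as Egr1 (log2 fold change −0.84, SE 0.37) and the heat shock gene Hspa1b (−1.47, SE 0.63), with an NES of −1.83 (adjusted p = 0.0224, and adjusted p = 0.787 with an estimated correlation). Here the adjusted p was 0.767 without shC tumour 1 (score 0.92), 0.165 without shC tumour 2, 0.0609 without shC tumour 4, 0.501 without shTAZ tumour 2 and 0.178 without shTAZ tumour 3. With 1 surrogate variable the adjusted p was 0.112 for bile acid and cholesterol metabolism, 0.375 for oxidative phosphorylation and 0.586 for immediate early genes. With no filter on low counts it was 0.117 for the first of these and 0.0598 for the last, which was at 0.0509 with a term for the prefix of the library codes, and it was 0.247 for oxidative phosphorylation with genes ranked by log2 fold change. No member of these 5 lists passed edgeR's test over all genes or adjusted over the list alone. Leaving out 1 tumour gave log2 fold changes of 0.45 for Tk1 without shC tumour 1, 0.44 for Tk1 without shTAZ tumour 2, 0.31 for Sc5d without shC tumour 1, 0.21 for Atp5g3 without shC tumour 1, 0.18 for Cox6b1 without shTAZ tumour 4, −0.43 for Egr1 without shC tumour 1 and −0.50 for Hspa1b without shC tumour 1. YAP/TAZ target genes were lower for 16 of 18 measured members, with a median log2 fold change of −0.26. Ctgf was at 68.3 ± 33.1 CPM (SD, n = 4) in shC tumours and 41.5 ± 14.1 CPM in shTAZ tumours, and F3, which encodes tissue factor, had a log2 fold change of −0.75 (SE 0.39). The NES of this list was −1.66 (adjusted p = 0.0678), the mean of its members differed between the groups with an exact permutation p of 0.0571 (two-sided), and the list passed in 5 of 22 alternatives, with an adjusted p of 0.0146 without shTAZ tumour 1 (over all tumours, adjusted p = 0.787 with an estimated correlation). The log2 fold change of Ctgf was −0.72, with −0.32 without shC tumour 1. Among the other lists close to the pathways of Fig. 3A, inflammatory cytokines and chemokines were higher for 26 of 33 measured genes (NES 1.33, adjusted p = 0.267), with scores of 1.70 without shC tumour 1 (adjusted p = 0.0455), 1.67 without shC tumour 3 (adjusted p = 0.0387), −0.92 without shTAZ tumour 1 and 1.72 without shTAZ tumour 2 (adjusted p = 0.0384). Inflammatory receptors and mediators were higher for 27 of 42 (NES 1.63, adjusted p = 0.054), and the score was 2.08 without shC tumour 3 (adjusted p = 0.000843), −0.94 without shTAZ tumour 1 and 1.71 without shTAZ tumour 2 (adjusted p = 0.0317). Xenobiotic metabolism genes were lower for 16 of 23 (NES −1.66, adjusted p = 0.054), and the score was −1.86 without shC tumour 1 (adjusted p = 0.012), 1.03 without shC tumour 2, −1.73 without shC tumour 3 (adjusted p = 0.0332) and −1.94 without shTAZ tumour 1 (adjusted p = 0.00479). In the peroxisome list 20 of 33 genes were higher and the NES was 0.72 (adjusted p = 0.901, median log2 fold change 0.05 and mean −0.01), against −0.87 without shC tumour 2, −0.85 without shC tumour 4, −0.74 without shTAZ tumour 3 and −0.64 without shTAZ tumour 4. Adipocyte genes, 3 of 5 higher, had an NES of 1.41 (adjusted p = 0.267) and 1.72 without shTAZ tumour 1 (adjusted p = 0.0368). Of 22 alternatives, the lists of cytokines, receptors, xenobiotic metabolism and adipocytes passed in 4, 6, 9 and 1. With an estimated correlation, over all tumours, the xenobiotic list had adjusted p = 0.811 and the lists of cytokines, receptors and adipocytes adjusted p = 0.787. Of all members of these 5 lists, 0 passed adjusted over the list alone. From the pathways enriched in shC tumours by GSEA (Fig. 3A), the paper proposes that TAZ regulates them in vivo.

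**Figure D2:**
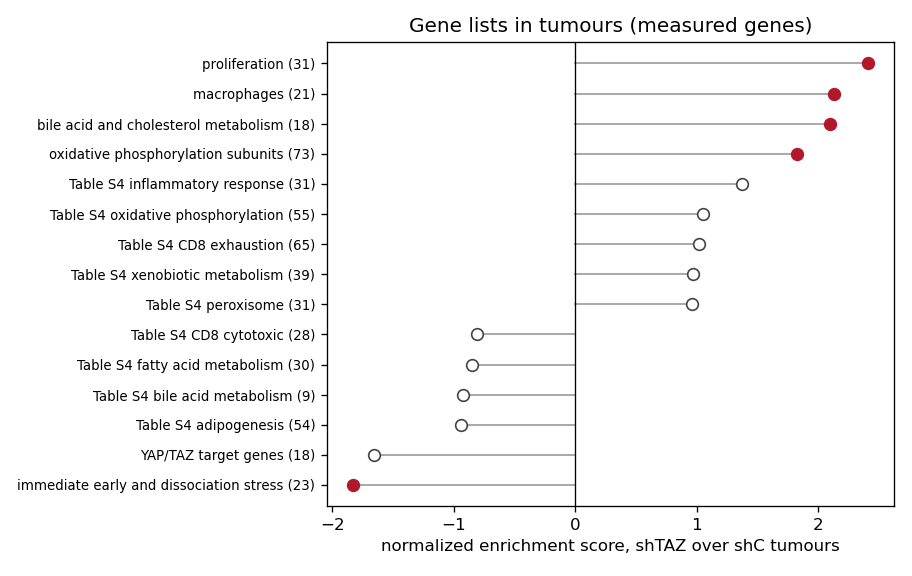
Normalized enrichment score, shTAZ over shC tumours, of the lists of Table S4, the YAP/TAZ target genes and the 5 lists past an adjusted p of 0.05 with preranked fgsea (filled red points). Open points are lists that did not pass.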

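The members of these signatures are listed in Table S4, in which each of the 7 pathway lists stops early in the alphabet, at CYBB for inflammatory response (44 genes), ERCC3 for peroxisome (36), DNAJC15 for adipogenesis (64), DHRS7 for xenobiotic metabolism (56), CYCS for oxidative phosphorylation (61), CD1D for fatty acid metabolism (35) and BCAR3 for bile acid metabolism (17). The lists were used as printed, matched to mouse genes, and since the study chose them on these tumours they are not independent evidence of a direction in them. Of 31 measured genes of the inflammatory response list, 17 were higher in shTAZ tumours and 14 lower. Csf1, a growth factor of macrophages, was at 236 ± 100.4 CPM (SD, n = 4) in shC tumours and 313 ± 70.3 CPM in shTAZ tumours, a log2 fold change of 0.41 (SE 0.28). Cdkn1a, which encodes the cell cycle inhibitor p21, had a log2 fold change of 0.50 (SE 0.25) and Abi1, an actin regulator, one of −0.85 (SE 0.39). The NES of this list was 1.37 (adjusted p = 0.263 from fgsea), and it was 1.77 without shC tumour 3 (adjusted p = 0.0209), −0.82 without shC tumour 4 and −0.94 without shTAZ tumour 1, with adjusted p = 0.811 with an estimated correlation over all tumours. With 1 tumour left out the log2 fold changes were 0.71 for Csf1 without shC tumour 3, 0.22 for Csf1 without shC tumour 4, 0.26 for Cdkn1a without shTAZ tumour 4 and −0.29 for Abi1 without shC tumour 1. Of the peroxisome list, 18 of 31 measured genes were higher (NES 0.96, adjusted p = 0.625). Abcd3, a fatty acid transporter gene, had a log2 fold change of −1.01 (SE 0.32), with −0.66 without shC tumour 1, and Crabp1, a retinoic acid binding protein, had one of 0.83 (SE 0.32). Scores of −0.89 without shC tumour 1, −0.89 without shTAZ tumour 3 and −0.83 without shTAZ tumour 4 were found for this list. Of the adipogenesis list, 27 of 54 genes were higher (NES −0.94, adjusted p = 0.668, median log2 fold change 0.02 and mean −0.05), with the transcription repressor Bcl6 at −1.13 (SE 0.35) and Aplp2 at −0.43 (SE 0.15), and the score was 0.95 without shC tumour 1. Of the xenobiotic metabolism list, 23 of 39 genes were higher (NES 0.97, adjusted p = 0.625), among them Apoe, which encodes an apolipoprotein (0.35, SE 0.21), and the adaptor gene Bcar1 was lower (−0.30, SE 0.16), and the score was −0.95 without shTAZ tumour 1. Of the oxidative phosphorylation list, 30 of 55 genes were higher (NES 1.05, adjusted p = 0.556, median log2 fold change 0.01 and mean −0.01), and −0.76 without shTAZ tumour 4 was the score. Of the bile acid list, 5 of 9 genes were higher (NES −0.92, adjusted p = 0.666, median 0.11 and mean −0.08), with 0.73 without shTAZ tumour 1. No member of these 6 lists passed edgeR's test, over all genes or adjusted over the list alone.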

From this GSEA, we generated a gene signature for each enriched pathway, comprising only the differentially expressed genes that contributed to the enrichment of the particular pathway. We then queried which gene signature was also enriched *in vitro* in TAZ‐proficient cells, relative to their corresponding TAZ‐deficient counterparts. 

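In the cultured cells the metabolic signatures of Table S4 were spread around 0, and most of their directions depended on the surrogate variable in the model as well as on single cultures. Abcd3 of the peroxisome and bile acid lists was at 22.5 ± 1.80 CPM (SD, n = 3) in shC cells and 14.3 ± 4.10 CPM in shTAZ cells, and Apoe of the adipogenesis and xenobiotic lists was at 23.4 ± 5.59 CPM and 46.8 ± 11.5 CPM. Every shTAZ culture lay below every shC culture for Abcd3 and above for Apoe (exact permutation test, two-sided, p = 0.1 for each). Such a separation was found for 5.57% of all tested genes, where 10% would show it by chance. In the peroxisome list 16 of 29 measured genes were higher in shTAZ cells (NES −1.08, adjusted p = 0.561, median log2 fold change 0.03 and mean 0.06), with an NES of 1.42 with the term for the replicate number and 1.66 without shC cells 1 and 1.72 without shTAZ cells 3. In the adipogenesis list 27 of 55 were higher (NES −0.95, adjusted p = 0.697, median −0.02 and mean 0.0079), with 1.21 for the blocked model and 1.5 without shC cells 1 and 1.45 without shTAZ cells 3. In the xenobiotic metabolism list 19 of 40 were higher (NES 0.84, adjusted p = 0.79, median −0.02 and mean 0.06), with 1.90 without shC cells 1 (adjusted p = 0.00217) and −0.79 without shC cells 3, at adjusted p = 0.991 with an estimated correlation over all cultures. Of 57 measured genes of the oxidative phosphorylation list, 21 were higher (NES −0.99, adjusted p = 0.69), with 1.07 without shTAZ cells 3. Of 28 fatty acid metabolism genes, 13 were higher (NES −1.18, adjusted p = 0.477), with 1.04 for the blocked model and 1.43 without shC cells 1. Of 9 bile acid genes, 4 were higher (NES −0.98, adjusted p = 0.697), with 1.15 for the blocked model and 1.35 without shC cells 1 and 1.05 without shTAZ cells 3. With no surrogate variable and all cultures kept, the NES of each of these lists was positive. Over all genes no member of these lists passed edgeR's test, and adjusted over the list alone 1 gene of the fatty acid list fell and 0 genes of the other 5 lists passed. The p values of the lists are from fgsea over 38 lists.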

Interestingly, this revealed that the gene signature termed “Inflammatory response” was enriched *in vitro* in both shC (albeit with an FDR of 0.07) and WT cells (FDR = 0.01), relative to shTAZ and TAZ‐KO cells, respectively (Fig. S2a,b).

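In shTAZ cells 12 of 23 measured genes of the inflammatory response list were higher than in shC cells and 11 were lower, with a median log2 fold change of 0.0032. Bst2, an interferon-induced membrane protein that tethers viruses, was at 108 ± 42.8 CPM (SD, n = 3) in shC cells and 155 ± 93.0 CPM (SD, n = 3) in shTAZ cells, a log2 fold change of 1.02 (SE 0.24, adjusted p = 0.529 over all genes from edgeR). It rose when adjusted over the list alone, the only member to do so, but was at −0.02 without shC cells 1 and −0.28 without shTAZ cells 3. Ahr, a receptor for aryl hydrocarbons, had a log2 fold change of −1.47 (SE 0.73), with 0.67 without shC cells 1 and 0.18 without shTAZ cells 3. Ccl5, a chemokine of T cells, had one of 0.53 (SE 0.29), with −0.32 and −0.39 without these cultures in turn. The NES of the list, shTAZ over shC cells, was 1.35 (adjusted p = 0.27 from fgsea) in the model with 1 surrogate variable, which does not pair the cultures. With all cultures kept, the score was positive only in models with this variable. It was −0.94 (adjusted p = 0.671) with the term for the replicate number, −1.17 (adjusted p = 0.503) with neither this term nor a surrogate variable, and −1.36 without shC cells 1, 1.82 without shC cells 3 (adjusted p = 0.0329) and −1.37 without shTAZ cells 3, at adjusted p = 0.781 with an estimated correlation over all cultures. The paper states that this signature is enriched in TAZ-proficient cells in both models (Fig. S2a,b), and from its enrichment in mouse tumours, cultured cells and human tumours it proposes an intrinsic link between TAZ expression and factors of inflammation.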

**Fig. 3:**
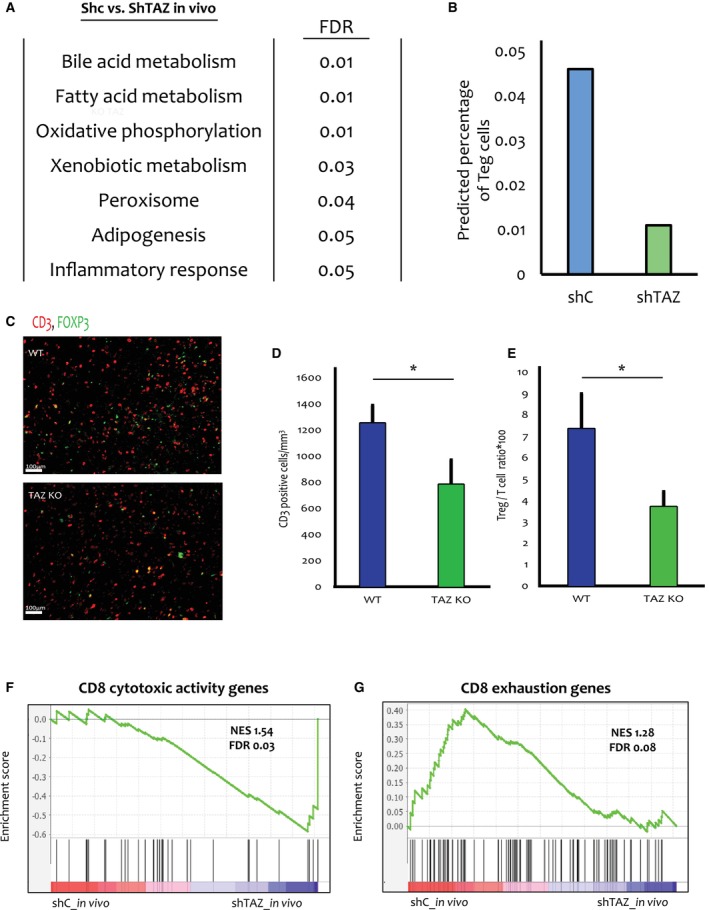
TAZ drives an inflammatory gene signature and an increase in regulatory T cells (Tregs). (A) Tumours induced by *in vitro* treatment of shC or shTAZ cells for 48 h hours with 6 μm doxycycline, followed by mammary fat pad injection and continuous administration of 625 mg·kg^−1^ doxycycline for 6 weeks (4 tumours of each genotype), were subjected to RNA‐seq analysis. Shown are pathways enriched in shC tumours compared to shTAZ tumours (FDR ≤ 0.05), determined by GSEA. (B) The RNA‐seq data in (A) was analysed using the *CIBERSORT* analytical tool [33]. Shown is the predicted percentage of Tregs in the shC vs. shTAZ tumours. (C) Representative images at 10× magnification of WT and TAZ‐KO tumours (*n* = 5 per group) harvested 2 weeks post injection and stained for CD3 (red), FOXP3 (green). Scale bar = 100 μm. (D) Quantification of CD3‐positive cells in WT vs. TAZ‐KO tumours. Values were compiled from entire slide scans of 5 WT and 5 TAZ‐KO tumours harvested 2 weeks post injection. Analysis was performed using the imagej software MOMENT threshold. Error bars indicate mean ± SEM from all repeats. *P < 0.05, Unpaired *T*‐test. (E) Quantification of Tregs (CD3/FOXP3 double positive cells) relative to the total number of CD3^+^ T cells. 15 random tiles were picked from 5 WT and 5 TAZ‐KO tumours. CD3‐positive cells and FOXP3‐positive cells were identified using the imagej MOMENT threshold. Double positive cells were counted manually, and their number was normalized to the total number of CD3‐positive cells. Error bars indicate mean ± SEM from all repeats. *P < 0.05, Unpaired *T*‐test. (F) Gene Set Enrichment Analysis (GSEA) of a CD8 T cell cytotoxic activity gene signature [39] in the *in vivo* shC vs. ShTAZ RNA‐seq data. (G) GSEA of a CD8 T cell exhaustion gene signature [39] in the *in vivo* shC vs. ShTAZ RNA‐seq data. FOXP3, forkhead box P3; GSEA, gene set enrichment analysis; KO, knockout; ShC, scrambled shRNA; ShTAZ, *TAZ*‐targeting shRNA; WT, wild type.

To assess the human relevance of TAZ expression, we analysed TNBC patient data from TCGA. TNBC tumours were binned according to their relative *TAZ* mRNA levels; tumours expressing high *TAZ* mRNA (upper quartile, HTAZq) were compared to tumours expressing low *TAZ* mRNA (bottom quartile, LTAZq). Reassuringly, a published signature of YAP/TAZ transcriptional activity [35] was strongly enriched in the HTAZq tumours compared to the LTAZq tumours, implying that *TAZ* mRNA expression is an acceptable proxy for TAZ transcriptional activity in human TNBC (Fig. S2c). Importantly, the “Inflammatory response” signature was significantly enriched in the HTAZq tumours relative to the LTAZq tumours (Fig. S2d). Altogether, “Inflammatory response” emerged as the only gene signature that was consistently enriched in correlation with TAZ expression throughout all the different systems analysed, suggesting that TAZ expression is intrinsically associated with factors that may increase inflammation in both mouse and human TNBC tumours.

To interrogate the physiological consequences of the TAZ‐associated inflammatory response, we applied CIBERSORT [36] to estimate differences in immune cell composition between shC and shTAZ tumours (Fig. S2e). 

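Lists of marker genes of immune cells other than macrophages and of stromal cells had scores of both signs, and none of them passed in fgsea. Of 19 measured endothelial genes, 15 were lower in shTAZ tumours, and of 23 genes of fibroblasts and matrix, 18 were lower, while 9 of 15 neutrophil genes, 7 of 12 dendritic cell genes and 3 of 3 NK cell genes were higher. Ms4a7, a gene of tissue macrophages, was at 45.2 ± 17.2 CPM (SD, n = 4) in shC tumours and 72.9 ± 24.7 CPM in shTAZ tumours, and the Thy1 gene of T cells and fibroblasts at 234 ± 35.8 CPM and 195 ± 15.4 CPM. Epcam, a gene of epithelial cells, was at 183 ± 119 CPM and 99.8 ± 61.3 CPM. Its log2 fold change was −0.86, with −0.30 without shC tumour 4 and −0.57 without shTAZ tumour 3. In fgsea the NES of the fibroblast list was −1.69 (adjusted p = 0.054), with −2.16 without shC tumour 1 (adjusted p = 0.000533), 1.07 without shC tumour 2, −1.70 without shC tumour 3 (adjusted p = 0.0344) and −2.02 without shTAZ tumour 2 (adjusted p = 0.00317), and adjusted p = 0.787 with an estimated correlation over all tumours. Of 22 alternatives this list passed in 9, lower in shTAZ tumours in each, and turned in 2. Without the 3 tumours with high counts of genes of skin or urothelium and smooth muscle, a choice made after seeing the data, it was 1.10. The endothelial list had an NES of −1.58 (adjusted p = 0.104), with 0.50 without shC tumour 1, −1.93 without shC tumour 3 (adjusted p = 0.00872) and −1.84 without shTAZ tumour 1 (adjusted p = 0.013), and adjusted p = 0.811 with an estimated correlation. It passed in 3 of 22 alternatives, lower in shTAZ tumours in each, and turned in 3. The neutrophil list had an NES of 1.26 (adjusted p = 0.369), with −1.09 without shC tumour 1, −0.99 without shC tumour 4 and −1.14 without shTAZ tumour 1, and it passed with no filter on low counts (1.85, adjusted p = 0.0224, and adjusted p = 0.999 with an estimated correlation in the main test). The dendritic cell list had an NES of 1.20 (adjusted p = 0.388). The NK cell list had one of 1.02 (adjusted p = 0.625), with −0.81 without shC tumour 1. Carcinoma epithelium genes were lower for 15 of 20 members (NES −1.68, adjusted p = 0.0588, median log2 fold change −0.34 and mean 0.03), and 2 of them rose and 3 fell adjusted over the list alone, with scores of −2.10 without shC tumour 1 (adjusted p = 0.00132), −1.69 without shC tumour 3 (adjusted p = 0.0387), 0.96 without shC tumour 4 and −1.72 without shTAZ tumour 1 (adjusted p = 0.0276), and adjusted p = 0.787 with an estimated correlation. This list passed in 9 of 22 alternatives, lower in shTAZ tumours in each and among them camera with the preset correlation (adjusted p = 0.00447), and turned in 3. In the other lists here 0 members passed adjusted over the list alone. CIBERSORT was not run here, and these lists follow marker genes, not cell fractions.

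**Figure D3:**
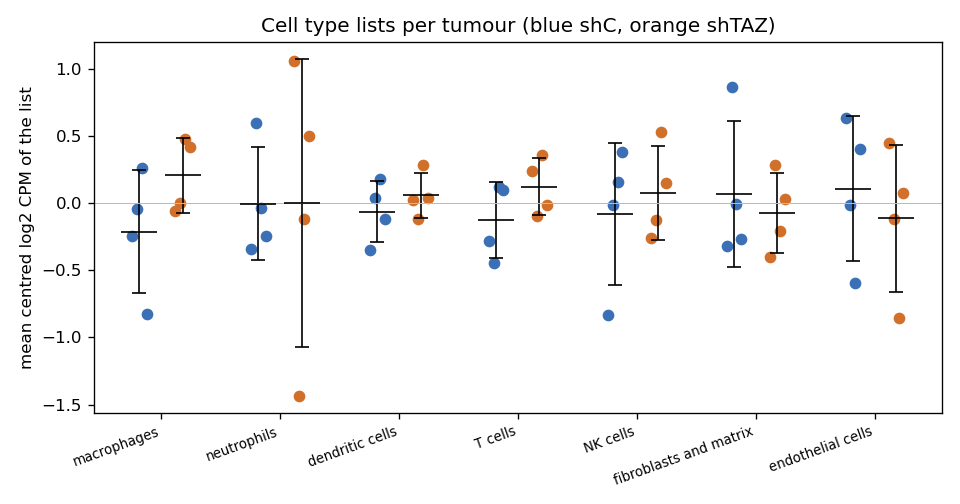
Mean log2 CPM of the measured marker genes of 7 cell types in each tumour, centred on the mean of the 8 tumours. Points are single tumours (4 shC, 4 shTAZ) and lines with bars are the mean ± SD of a group. The groups overlap in every list.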

Notably, this analysis predicted a decrease in Treg abundance upon TAZ silencing (Fig. 3B, Fig. S2e). Similarly, CIBERSORT suggested that Tregs were more abundant in human HTAZq tumours than in LTAZq tumours (Fig. S2e). Furthermore, a published Treg gene signature [37] was also elevated in HTAZq tumours as compared to LTAZq tumours (Fig. S2f). 

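Genes that mark Tregs were at low levels in these tumours, and 6 of 18 listed could be tested, 3 higher and 3 lower in shTAZ tumours. Tnfrsf18, which encodes the receptor GITR, was at 8.68 ± 2.20 CPM (SD, n = 4) in shC tumours and 18.5 ± 7.48 CPM in shTAZ tumours, a log2 fold change of 1.09 (SE 0.34). Itgae, which encodes the integrin CD103, was at 5.48 ± 0.692 CPM and 11.7 ± 4.68 CPM, a log2 fold change of 1.09 (SE 0.35), with every shTAZ tumour above every shC tumour. Both rose when adjusted over the list alone, and both had an adjusted p of 0.923 over all genes from edgeR. Foxp3, the transcription factor that defines Tregs, had 0 to 11 counts per tumour, 0.296 ± 0.358 CPM (SD, n = 4) in shC tumours and 0.603 ± 0.435 CPM in shTAZ tumours, so that a change in it was not detectable at this depth. The NES of the Treg list was 1.37 (adjusted p = 0.316 from fgsea), positive without any 1 tumour. Of 10 measured T cell genes, 8 were higher (NES 1.32, adjusted p = 0.332), such as Lat, an adaptor of the T cell receptor (6.49 ± 2.01 CPM and 9.28 ± 1.96 CPM), and 0 passed adjusted over the list alone. Cd3e, a chain of the CD3 complex, had 2 to 14 counts per tumour and was not tested. Of the 5 genes of the Treg list of Table S4, 1 was tested, the mesothelin gene Msln, at 89.3 ± 34.2 CPM in shC tumours and 42.4 ± 15.7 CPM in shTAZ tumours, a log2 fold change of −1.06 (SE 0.32). Msln fell when adjusted over this list alone, which amounts to its unadjusted p of 0.00754, and its adjusted p over all genes was 0.923. It was also measured in the cultured 4T1 cells, which hold no T cells, so its fall is not evidence on Tregs. Itgae and Lat also had counts in these cells, so their higher levels in shTAZ tumours need not come from T cells either. CIBERSORT, which estimates cell fractions from a mixture, was not run here.

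**Figure D4:**
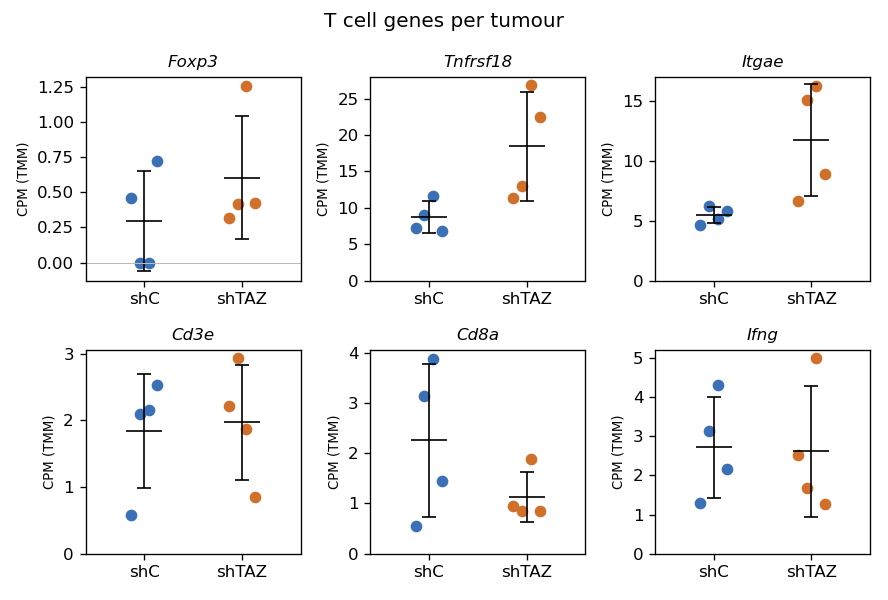
CPM, normalized by TMM, of Foxp3, Tnfrsf18, Itgae, Cd3e, Cd8a and Ifng in each tumour. Points are single tumours (4 shC, 4 shTAZ) and lines with bars are the mean ± SD of a group. Every shTAZ tumour is above every shC tumour for Itgae, and the groups overlap for the other 5 genes.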

Notably, the Treg signature was positively correlated with the “Inflammatory response” gene signature (*R* = 0.699; Fig. S2g). Hence, TAZ may promote the recruitment of Tregs in both human and mouse TNBC tumours as part of a cancer‐protective inflammatory response.

To assess more directly the impact of TAZ on the tumour immune microenvironment, we subjected tumours from our different mouse models to immunohistochemistry analysis. Interestingly, while no significant differences in T cell abundance were observed in shC vs. shTAZ tumours (Fig. S2h,j), TAZ‐KO tumours analysed 2 weeks post‐injection displayed decreased abundance of infiltrating T cells (CD3^+^) relative to their WT counterparts (Fig. 3C,D). Importantly, analysis of the relative proportion of Tregs (CD3^+^FOXP3^+^) within the entire population of infiltrating T cells (CD3^+^) revealed that Tregs were significantly enriched in the WT and shC tumours relative to the TAZ‐KO and shTAZ tumours, respectively (Fig. 3C,E and Fig. S2i,j). Thus, in both 4T1‐derived models, TAZ appears to enhance Treg infiltration, consistent with the CIBERSORT predictions and the human patient data analysis.

Tregs drive cytotoxic T cell dysfunction [2, 38]. We thus asked whether the increased abundance of Tregs in TAZ‐proficient tumours is associated with augmented cytotoxic T cell dysfunction. Indeed, comparison of shTAZ vs. shC tumours confirmed that a gene set representing the cytotoxic activity of CD8^+^ T cells [39] was enriched upon TAZ depletion (Fig. 3F). Conversely, a gene set indicative of T cell exhaustion [39] tended to be positively associated with retention of TAZ (Fig. 3G). 

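In the CD8 cytotoxic list of Table S4, 12 of 28 measured genes (39 listed) were higher in shTAZ tumours and 16 lower. Itgb7, an integrin of T cells that home to the gut, was at 11.0 ± 2.84 CPM (SD, n = 4) in shC tumours and 18.7 ± 3.51 CPM in shTAZ tumours, a log2 fold change of 0.73 (SE 0.27), and every shTAZ tumour was above every shC tumour. Arl4c, a small GTPase, was at 54.0 ± 16.8 CPM and 30.8 ± 5.38 CPM, a log2 fold change of −0.81 (SE 0.24). In a list of 21 genes of T cell killing, 8 were measured and 4 were higher, such as Ctsw, a protease of cytotoxic lymphocytes (7.08 ± 0.786 CPM and 11.0 ± 4.18 CPM), and Cd8b1, the beta chain of CD8 (10.1 ± 2.14 CPM and 12.6 ± 3.69 CPM). Ctsw also had counts in the cultured 4T1 cells, which hold no T cells, so its level in tumours need not come from T cells. Cd8a and Ifng, with 2 to 13 and 3 to 31 counts per tumour, were too low to test. The NES of the CD8 cytotoxic list was −0.81 (adjusted p = 0.828 from fgsea), and 0 members passed adjusted over the list alone. The direction turned in 11 of 22 alternatives. The score was 0.97 without shC tumour 1, 0.96 without shC tumour 3, 0.85 without shC tumour 4 and 1.15 without shTAZ tumour 2, and it was 0.83 with no filter on low counts, 1.01 with the term for the replicate number, 0.85 with a term for the prefix of the library codes and 0.96 with 1 surrogate variable. The list of killing genes had an NES of 1.10 (adjusted p = 0.534), and 0 of its members passed adjusted over the list alone.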

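In the CD8 exhaustion list of Table S4, 39 of 65 measured genes (94 listed) were higher in shTAZ tumours and 26 lower. Fabp5, a fatty acid binding protein, was at 63.6 ± 19.6 CPM (SD, n = 4) in shC tumours and 104 ± 44.4 CPM in shTAZ tumours, and Lilrb4a, an inhibitory receptor of leukocytes, at 40.3 ± 16.6 CPM and 61.5 ± 12.2 CPM. Of 15 genes of inhibitory and costimulatory checkpoint receptors and their ligands, 5 were measured and 4 of these were lower. Lag3, an inhibitory receptor of T cells, was at 8.83 ± 3.92 CPM and 6.36 ± 1.82 CPM, and Tnfrsf9, the costimulatory receptor 4-1BB, at 40.5 ± 10.7 CPM and 28.6 ± 16.5 CPM. Each of these 4 named genes had an adjusted p of 0.923 from edgeR. Lag3 and Tnfrsf9 also had counts in the cultured 4T1 cells, so their levels in tumours need not come from T cells. The NES of the exhaustion list was 1.02 (adjusted p = 0.598 from fgsea). It was 1.57 (adjusted p = 0.0329) with 1 surrogate variable, −0.71 without shC tumour 4, −0.81 with no filter on low counts, −0.83 with genes ranked by log2 fold change and −0.81 with the log2 fold change of the authors' table, at adjusted p = 0.787 with an estimated correlation in the model without a surrogate variable. The list of checkpoint genes had an NES of −1.42 (adjusted p = 0.267). In both lists 0 members passed adjusted over the list alone.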

Altogether, these analyses support the conjecture that TAZ promotes recruitment of Tregs to the tumour, thereby suppressing the cytotoxic activity of the infiltrating CD8^+^ T cells. Consequently, TAZ depletion is expected to promote T cell‐mediated cancer cell killing, leading to reduced growth of the shTAZ tumours and eventual elimination of the TAZ‐KO tumours.

### 3.4 TAZ promotes cytokine expression and secretion

Cytokines are pivotal components in the crosstalk between the tumour and the immune system. Specifically, some cytokines can recruit Tregs, while others can drive the exhaustion of CD8^+^ T cells [4], positioning them as potential mediators of the observed TAZ‐regulated alterations in the immune TME. Therefore, we employed cytokine arrays to inquire whether TAZ‐dependent differences in cytokine secretion might instruct differences in the immune TME, Notably, this revealed similar differences in the pattern of cytokine secretion in shTAZ vs. shC cells and in TAZ‐KO vs. WT cells (Fig. S3a,b). In particular three cytokines: Serpin E1 (PAI‐1), IL‐23 and WISP‐1, displayed marked dependence on TAZ expression in both comparisons (Fig. 4A). Moreover, the mRNA levels of these cytokines were downregulated in TAZ‐KO cells (Fig. 4B). A similar trend was observed for *Serpine1* and *Wisp1* mRNA also in doxycycline‐induced shC to shTAZ cells (Fig. S3c). Intriguingly, this was not observed for *Il23a* mRNA, suggesting that the TAZ‐dependent secretion of IL23 from these cells might involve post‐translational mechanisms.

**Fig. 4:**
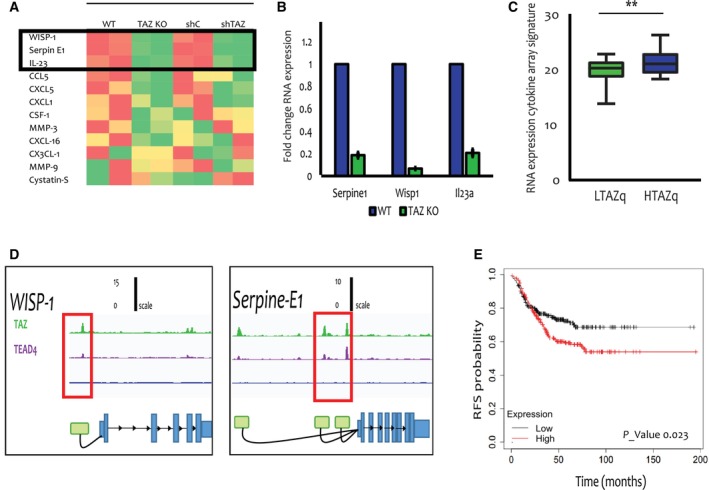
TAZ regulates cytokine expression and secretion. (A) Cytokine array analysis was performed on the conditioned medium of WT vs. TAZ‐KO cells (left columns) or shC vs. shTAZ cells (right columns, after 48 h treatment with 6 μm doxycycline). The heatmap represents the relative score of each informative cytokine (red = high, green = low), based on quantification of the blot with the image lab software; the average of two representative dots for each cytokine was used. The top three cytokines shared between both comparisons are boxed. (B) RT‐qPCR analysis of *Wisp1*, *Serpine1* and *Il23a* mRNA in WT vs. TAZ‐KO cells cultured *in vitro*. Data from three independent repeats. Values were normalized to WT cells, taken as 1.0. Error bars indicate mean ± SEM from all repeats. *P*‐values from left to right: 0.004, 0.003, 0.004. (C) TNBC patient tumours (TCGA BRCA TNBC cohort) were ranked according to *TAZ* mRNA expression; HTAZq and LTAZq represent the top and bottom quartiles (high *TAZ* mRNA and low *TAZ* mRNA), respectively. Expression of the 3‐gene signature comprising the 3 genes in (B) was compared between the HTAZq and LTAZq groups. Error bars indicate mean ± SEM from all repeats. **P < 0.01, Unpaired *T*‐test. (D) Binding of TAZ and TEAD4 to regulatory regions of the *CCN4 (WISP1)* and *SERPINE1* genes in MDA‐MB‐231 cells. ChIP‐seq data [40] (*n* = 2) was reanalysed using the UTAP pipeline [28]. Peak calling was up to 5Kb upstream to the *WISP1* and *SERPINE1* TSS. Green represents TAZ peaks, purple represents TEAD4 peaks and blue represents IgG control peaks. (E) Kaplan–Meier relapse‐free survival (RFS) plot of TNBC patients, comparing low expression (black) vs. high expression (red) of a combined cytokine signature (WISP1 ‐ 211312_s_at, SERPINE1‐ 202627_s_at, IL23a ‐ 220054_at). High and low expressions were defined as being above or below the median, respectively. Log rank test. *CCN4*, CCN family member 4; HTAZq, highest quartile *TAZ* mRNA expression; *Il23*, interleukin 23; KO, knockout; LTAZq, LOWEST quartile *TAZ* mRNA expression; *SerpinE1*, plasminogen activator inhibitor 1; ShC, scrambled shRNA; ShTAZ, *TAZ*‐targeting shRNA; WT, wild type.

Importantly, the combined expression of these three cytokine genes (cytokine array signature) was augmented in human TNBC tumours expressing high *TAZ* mRNA levels, compared to tumours with low TAZ expression (HTAZq and LTAZq, respectively; Fig. 4C). Concordantly, analysis of published ChIP‐seq data from MDA‐MB‐231 human TNBC cells [40] revealed peaks for both TAZ and TEAD4 at genomic positions corresponding to putative upstream regulatory regions [41] of the *WISP1* and *SERPINE1* genes (Fig. 4D). In contrast, only very weak peaks were observed for the *IL23A* gene (Fig. S3d), suggesting that it may not be a direct TAZ target.

Furthermore, in human breast cancer tumours, the Treg signature was positively correlated (*R* = 0.33) with the cytokine array signature (Fig. S3e). Importantly, high expression of the cytokine array signature was associated with poor survival of TNBC patients (Fig. 4E), consistent with the poor survival of high *TAZ* patients (Fig. S3f).

To further validate the impact of TAZ on the immune TME, we performed mass cytometry analysis by Time of Flight (CyTOF) on TAZ‐proficient vs. TAZ‐deficient 4T1 tumours. As expected, RT‐qPCR analysis of the EPCAM^+^ cells removed from the tumour cell suspension prior to CyTOF analysis confirmed that expression of both *TAZ* mRNA and the TAZ target *CTGF* was strongly reduced in the TAZ‐KO cancer cells, relative to the TAZ‐WT cancer cells (Fig. 5A).

**Fig. 5:**
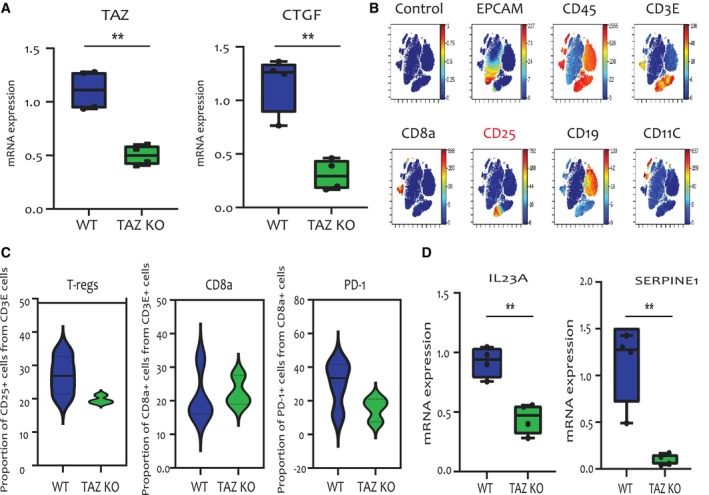
Cytometry by time of flight (CyTOF) analysis of TAZ‐deficient vs. TAZ‐proficient tumours. (A) Relative levels of *TAZ* and *CTGF* mRNA in EPCAM‐positive cells isolated from wild‐type (WT) tumours (*n* = 4) and TAZ‐knockout (KO) tumours (*n* = 3), measured by RT‐qPCR. Error bars indicate mean ± SEM from all repeats. **P < 0.01, Unpaired *T*‐test. (B) Clustering analysis of immune cell populations performed on CyTOF data from a representative sample. Unique cell populations are identified by the markers shown above each graph. (C) Relative proportion of Tregs, CD8^+^ T cells and PD‐1‐positive CD8^+^ T cells in WT (*n* = 4) and TAZ KO tumours (*n* = 3), analysed using Gating Editor in Cytobank [74]. (D) Relative levels of *IL23A* and *SERPINE1* mRNA in the same EPCAM‐positive cells as in (A), determined by RT‐qPCR. Error bars indicate mean ± SEM from all repeats. **P < 0.01, Unpaired *T*‐test. *CTGF*, Connective tissue growth factor; *Il23*, Interleukin 23; *SerpinE1*, Plasminogen activator inhibitor 1.

CyTOF analysis of the EPCAM‐depleted cell population enabled clustering of immune cell subpopulations, based on cell identity markers (Fig. 5B). Notably, this confirmed the higher abundance of Tregs in WT tumours compared to TAZ‐KO tumours (Fig. 5C). Moreover, while no differences in the overall relative abundance of CD8^+^ cells were observed between the two genotypes, the CD8^+^ T cells of the WT tumours displayed a markedly higher relative proportion of PD‐1‐positive cells than those of the TAZ‐KO tumours (Fig. 5C), consistent with the conclusion that TAZ in the cancer cells promotes CD8^+^ T cell exhaustion in the immune TME.

Additionally, RT‐qPCR analysis of RNA extracted from the EPCAM^+^ cell subpopulation (see Fig. 5A), comprising mainly the cancer cells, revealed higher levels of *IL23* and *SERPINE1* mRNA in the WT tumours as compared to the TAZ‐KO tumours (Fig. 5D). This indicates that expression of these cytokines in the cancer cells, shown to be positively regulated by TAZ *in vitro* (Fig. 4), is also similarly regulated within the *in vivo* context of the tumour.

Altogether, these observations further confirm the correlation between TAZ, increased expression of specific cytokines and increased abundance of Tregs in the TME.

### 3.5 TAZ tumour promoting activity is compromised in immune‐deficient mice

The observed effects of TAZ on T cells and cytokine secretion suggested that its tumour promoting activity might be due, at least in part, to its ability to modulate anti‐tumour immunity. To explore this suggestion more directly, we compared the tumorigenic capacities of TAZ‐depleted vs. TAZ‐proficient cells in 2 immune‐deficient mouse models: nude mice, which have greatly reduced numbers of T cells, and NSG mice, which lack also B cells and NK cells. Strikingly, in both knockdown and knockout models, injection of the cancer cells into immune‐deficient mice (Fig. 6A,B and Fig. S4a,b) abolished the TAZ‐dependent differences in tumour size. This was particularly remarkable for the TAZ‐KO cells, which completely failed to elicit tumours in immune‐competent mice (Fig. 1C), but were as tumorigenic as WT control cells in NSG mice. In accordance, we observed no differences in C‐Cas3 staining between TAZ proficient (WT, shC) and TAZ deficient (KO, ShTAZ) tumours from NSG mice (Fig. 6C,D and Fig. S4c,d), suggesting that the differences in tumour cell death were dependent on immune activity. Together, our observations suggest that the oncogenic activity of TAZ in this setting, and presumably also in human breast cancer, relies at least in part on its ability to modulate the immune TME and suppress anti‐tumour immunity, thereby augmenting cancer cell survival and favouring tumour progression.

**Fig. 6:**
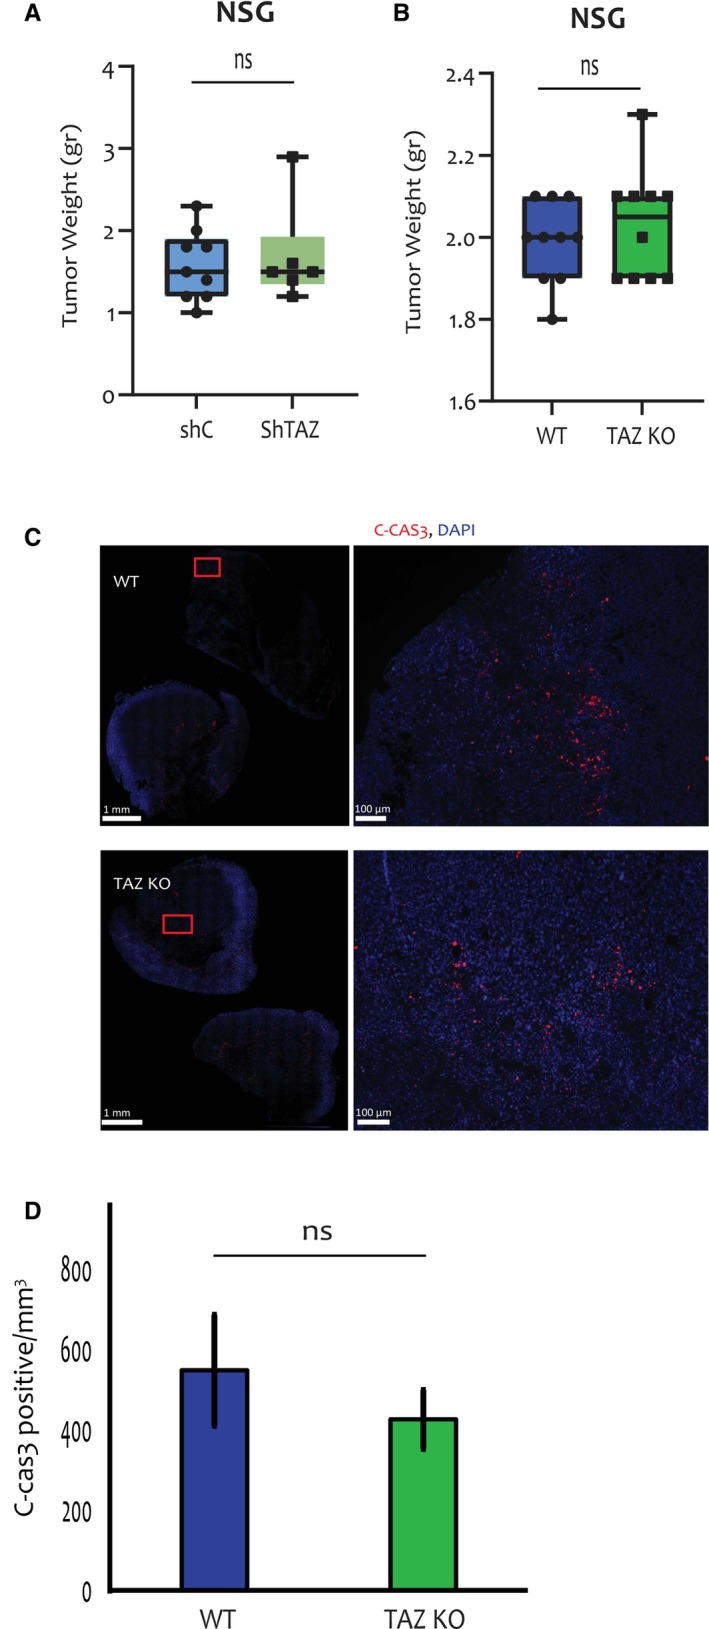
TAZ does not promote tumour growth in immune‐deficient mice. (A) 4T1 cells with inducible shC or shTAZ were treated with 6 μm doxycycline for 48 h prior to orthotopic injection into NSG mice (5 mice per group), pre‐fed with doxycycline chow (625 mg·kg^−1^). Doxycycline chow feeding continued for 5 weeks, when tumours were excised and weighed. Error bars indicate mean ± SEM from all repeats. Unpaired *T*‐test. (B) WT and TAZ‐KO 4T1 cells were orthotopically injected into NSG mice (6 mice per group). Tumours were excised after 5 weeks and weighed. Error bars indicate mean ± SEM from all repeats. Unpaired *T*‐test. (C) Representative images at 1× and10× magnification of C‐Cas3 (red) and DAPI (blue) staining of WT and TAZ‐KO tumour samples from (B). Scale bar = 1 mm or 100 μm for magnified pictures. Magnified sections are marked by red rectangles. (D) Quantification of C‐Cas3 staining from whole slides of WT and TAZ‐KO tumours (6 samples each) excised from NSG mice. Average numbers of C‐Cas3‐positive cells were determined as in Fig. 2G. Error bars indicate mean ± SEM from all repeats. Unpaired *T*‐test. C‐Cas3, cleaved caspase 3; KO, knockout; WT, wild type.

## 4 Discussion

TNBC is a highly aggressive subtype of breast cancer [42]. Human breast cancers often thrive by eliciting the overexpression of oncogenes. Thus, it is not surprising that the TAZ oncogene [13, 16, 43, 44] is preferentially overexpressed in TNBCs [45].

The oncogenic activity of TAZ has been attributed to a variety of cancer cell‐intrinsic activities, such as induction of stem cell features and enhancement of migration, survival and anchorage‐independent growth [15, 46, 47]. We now report that TAZ can also regulate the expression and secretion of a number of cytokines, which are capable of modulating the immune tumour microenvironment (TME) and in particular are known to elicit an inflamed, immunosuppressive TME [48, 49, 50, 51, 52, 53].

One of the cytokines secreted by the cancer cells in a TAZ‐dependent manner is IL‐23. IL‐23 can promote the expansion of Th17 cells, thereby altering the immune TME [54]. Interestingly, engagement of the IL‐23 receptor in Tregs activates STAT3, leading to the transcription of FOXP3 and IL‐10 [55]. In this manner, TAZ‐dependent IL‐23 expression may increase the abundance and functionality of Tregs in the immune TME. An additional TAZ‐induced cytokine is Wisp1, which has been implicated in regulating the infiltration of several immune cell types [48]. In invasive breast cancer, Wisp1 has been suggested to inhibit type 1 cell‐mediated immunity by blocking IL‐12 signaling and promoting type 2 immunity [56]. Likewise, Serpin E1 has also been shown to modulate the immune TME, as described for colon cancer [50]. Together, these cytokines are believed to play significant roles in tumour progression by exerting a wide range of effects on the immune TME.

Furthermore, in line with our observations, expression of these cytokines is associated with poor survival [48, 49, 50, 51, 52, 53]. Concordantly, we show that tumours harbouring endogenous TAZ exhibit increased Treg infiltration, which presumably dampens CD8 T cell cytotoxic activity, leading to increased cancer cell viability and overall more robust tumour growth. Importantly, we show that immune cell composition patterns associated with TAZ expression levels in 4T1 mouse tumours are recapitulated in human TNBC breast cancer patients.

Of note, TAZ binds SMAD family members, such as heteromeric SMAD2/3‐4 complexes and SMAD7, and regulates their nuclear localization, transcriptional output and phenotypic impact [57, 58, 59]. The effects of TAZ on TNBC tumour progression, including also modulation of the immune TME, might therefore be modulated in part via interactions not only with TEADs but also with other transcription factors such as SMAD2/3 or SMAD7, which regulates Treg migration into tumours [60].

Notably, deregulation of the Hippo pathway in cancer exerts a broad spectrum of effects, depending on tumour type and tissue context [61, 62]. This may also entail other immunomodulatory mechanisms, in addition to those described above. Thus, YAP and TAZ have been reported to increase the expression of PD‐L1, which can promote tumour evasion by directly inactivating cytotoxic T cells [21, 63, 64, 65]. Furthermore, YAP and TAZ can affect interferon gamma (IFNγ) expression, thereby also modulating inflammatory responses [66].

While this manuscript was in preparation for submission, another study was published that similarly implicated TAZ in mobilizing an immune suppressive TME [67]. In that study, TAZ‐dependent tumour growth was ascribed primarily to the increased recruitment of myeloid‐derived suppressor cells (MDSCs), although an increase in Tregs was not observed [67]. Together with our findings, this adds to the growing evidence linking the tumour promoting functions of TAZ to remodelling of the TME. Supporting this notion, TAZ was shown to spur liver inflammation and hepatic cancer by inducing the transcription of inflammatory cytokines and promoting myeloid cell infiltration [18].

In addition to Inflammatory response, other pathways significantly altered following depletion of TAZ *in vivo* involved metabolic functions, specifically fatty acid metabolism (Fig. 3A). 

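Genes of fatty acid metabolism were spread on both sides of 0 in shTAZ tumours relative to shC tumours. Dgat2, which catalyses the last step of triglyceride synthesis, was at 15.6 ± 8.88 CPM (SD, n = 4) in shC tumours and 35.3 ± 13.7 CPM in shTAZ tumours, a log2 fold change of 1.17 (SE 0.40), and Elovl1, a fatty acid elongase, had one of 0.45 (SE 0.22). Cpt1a, which brings fatty acids into mitochondria for oxidation, had a log2 fold change of −0.52 (SE 0.35), and Acadl, an acyl-CoA dehydrogenase, one of −0.40 (SE 0.19). All 4 genes had an adjusted p of 0.923 from edgeR. The log2 fold change was −0.11 for Cpt1a without shC tumour 1 and −0.23 for Acadl without shC tumour 1. Of 20 measured genes of fatty acid oxidation, 10 were higher (NES −0.74, adjusted p = 0.874 from fgsea, median log2 fold change 0.0062 and mean −0.04), with scores of 0.69 without shC tumour 1 and 0.52 with 1 surrogate variable. Of 15 genes of fatty acid synthesis and lipid droplets, 8 were higher (NES 1.11, adjusted p = 0.509). Of 30 measured genes of the fatty acid metabolism list of Table S4, 18 were higher, such as the biliverdin reductase gene Blvra (0.48, SE 0.16) and the aldolase gene Aldoa (0.36, SE 0.17), and its NES was −0.85 (adjusted p = 0.791, median 0.05 and mean 0.0087). The score of this list was 0.98 without shC tumour 1, 1.28 without shC tumour 2, 0.85 without shC tumour 3, 0.85 without shTAZ tumour 1, 1.07 without shTAZ tumour 2 and 0.90 without shTAZ tumour 3. In these 3 lists 0 members passed adjusted over the list alone, and the study chose the list of Table S4 on these samples, so its count is not independent evidence.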

Fatty acid metabolism, which is essential for energy production and storage and for cell membrane expansion during cell proliferation, has received increasing attention for its pivotal role in cancer [68]. Interestingly, release of free fatty acids by breast cancer cells has been shown to block the antitumour activity of cytotoxic T cells [69]. Furthermore, TAZ also possesses anti‐apoptotic functions [70], which are expected to dampen the immune‐mediated killing of cancer cells. Hence, TAZ regulates both cell intrinsic (reduced vulnerability to apoptosis and metabolic alterations) and cell non‐intrinsic (cytokine secretion) functions that, together, increase the resilience of the cancer cells in the face of immune surveillance.

YAP, the TAZ paralog, has also been implicated in similarly modulating the immune TME, by recruitment of immunosuppressive macrophages [71] and MDSCs [72, 73]. Thus, both YAP and TAZ, the key Hippo effectors, exert their oncogenic effect largely by reshaping the immune milieu from tumour restrictive to tumour permissive.

In summary, we propose that breast cancer cells maintain TAZ expression to evade immune attack. Blocking TAZ activity within tumour cells might thus have a dual beneficial role, by both suppressing intrinsic malignant features of the cancer cells and reversing the immune suppressive TME, thereby potentially also rendering the tumours more vulnerable to immunotherapy.

## 5 Conclusions

We found that depletion of TAZ in mouse triple‐negative breast cancer cells reduces the ability of such cells to form tumours when injected orthotopically into immunocompetent syngeneic mice. We show that this is due to an ability of TAZ to upregulate the expression and secretion of proteins that orchestrate an immunosuppressive tumour microenvironment, thereby protecting the growing tumour from attack by the adaptive immune system. Importantly, a similar mechanism appears to be operating also in human triple‐negative breast tumours. The existence of such non‐cell autonomous function of TAZ suggests that interference with this function may increase the ability of the immune system to restrain the progression of triple‐negative breast cancer, and perhaps sensitize it to immune checkpoint therapy.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

AG, OH, YY and MO conceived and designed the project; AG and OH performed research and acquired data; NBN, SB, AA‐S, ACP, TMS, SM helped with the experiments; LF‐A, TMS, GM helped with the analyses; YY, YA and MO supervised research; AG, OH, YA and MO wrote the paper. All authors discussed the results and commented on the manuscript.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/1878‐0261.13525.

## Supporting information

**Fig. S1.** Validation of TAZ‐deficient cells.
**Fig. S2.** TAZ is associated with an increased inflammatory response gene signature.
**Fig. S3.** TAZ promotes cytokine expression and secretion.
**Fig. S4.** TAZ‐dependent differences in tumor size are abolished in immune‐deficient mice.

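The shTAZ sequence GACGGGTGGAGGTTCACAT (19 nt) is antisense to Wwtr1 and pairs with the mRNA sequence ATGTGAACCTCCACCCGTC. This site lies on chromosome 3 of GRCm38 from 57501788 to 57501806, on the minus strand, in the coding part of exon 3 of 7, and is held by 2 annotated transcripts of 1 gene. The scrambled shC sequence (22 nt) had 0 full-length matches in either orientation among the annotated mouse transcripts.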

**Table S1.** Sequences of ShTAZ and scrambled ShC.

**Table S2.** Sequences of primers used in the manuscript.

**Table S3.** Mice used in the experiments.

**Table S4.** Gene lists from the gene set enrichment analysis (GSEA).

## Data Availability

All data needed to evaluate the conclusions in the paper is included in the paper and/or the Supporting Information. Additional data related to this paper is available from the corresponding authors upon request. The data that support the findings of this study are openly available in NCBI's Gene Expression Omnibus and are accessible through https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE242178, GEO Series accession number GSE242178.

# Supplementary material for: TAZ facilitates breast tumor growth by promoting an immune‐suppressive tumor microenvironment
**Source:** Mol Oncol. 2023 Oct 16;17(12):2675–93. doi: 10.1002/1878-0261.13525
**Supplement:** Supplementary file 1 — Fig. S1. Validation of TAZ‐deficient cells. Fig. S2. TAZ is associated with an increased inflammatory response gene signature. Fig. S3. TAZ promotes cytokine expression and secretion. Fig. S4. TAZ‐dependent differences in tumor size are abolished in immune‐deficient mice.

**Supplementary Figure legends**

Supplementary Figure S1: Validation of TAZ-deficient cells

(a) Sequence of the *Taz* sgRNA and localization of its target within the mouse *Taz* (*Wwtr1*) gene. Rectangles mark axons, lines mark introns. (b) DECODR output table depicting sequencing data of two independent *Taz* KO clones. Left to right: name of clone, calculated numbers of all possible indels, estimated percentage of presence in the tetraploid 4T1 genome, and sequencing data aligned to the WT sequence. (c) Relative *Taz* mRNA levels in WT clones (averaged from 3 clones) and TAZ-KO clones (averaged from 2 clones), determined by RT-qPCR 48 hours after cell seeding. 3 technical repeats for each clone. (d) Relative *Taz* mRNA levels in control (shC) cells and shTAZ cells, determined after 48 hours of treatment with 6µM doxycycline. Data from 3 biological repeats. p-value= 0.0004. (e) Percentage of Propidium iodide (PI) positive shC vs shTAZ cells after 48 hours of treatment with 6µM doxycycline. PI staining was analyzed using a Guava benchtop FACS machine. Average of 4 biological repeats. n.s. = not significant. (f) Western blot analysis of TAZ, YAP and GAPDH proteins in representative WT and TAZ-KO 4T1 single cell clones. SgRNA: single guide RNA, DECODR: DEconvolution of COmplex DNA Repair, WT: Wild type, KO: Knockout. YAP: Yes associated protein.

Supplementary Figure S2: TAZ is associated with an increased inflammatory response gene signature

(a) Gene Set Enrichment Analysis (GSEA) of the Inflammatory response gene signature (derived from the comparison of shC vs shTAZ tumors, see Supplementary table S4) vs the *in vitro* gene expression data of shC compared to shTAZ cells, treated for 48 hours with 6µM doxycycline. (b) GSEA of the Inflammatory response gene signature in (a) vs the *in vitro* gene expression data of WT cells compared to TAZ-KO cells. (c) GSEA of the YAP/TAZ target genes signature^80^ in HTAZq vs LTAZq human TNBC tumors, defined as in Fig. 4c. (d) GSEA of the Inflammatory response gene signature as in (a) in HTAZq vs LTAZq human TNBC tumors. (e) CIBERSORT plot of the relative abundance of different types of immune cells (fraction out of the total) in shC vs. shTAZ mouse tumors (top) and in HTAZq vs. LTAZq human TNBC tumors (bottom). Tregs are highlighted. (f) Relative expression of a Treg signature^81^ in HTAZq vs LTAZq human TNBC tumors. p-value = 0.023. (g) Scatter plot of the correlation between the Treg gene signature in (f) and the Inflammatory response gene signature (derived from the comparison of shC vs shTAZ mouse tumors and converted to the human counterparts) in TCGA breast cancer tumor samples. (h) Quantification of CD3-positive cells in shC vs shTAZ tumors (4 tumors each). 6 representative fields from each tumor were analyzed using ImageJ. (i) Quantification of the fraction of FOXP3 positive cells, out of the total number of CD3 positive cells, in shC vs shTAZ tumors (4 tumors each). 6 representative fields from each tumor were analyzed using ImageJ. (j) Representative fields of WT, TAZ KO, shC and shTAZ tumor samples, stained for DAPI (blue) CD3 (red) and FOXP3 (green). Images were taken at 10x magnification. YAP: Yes associated protein, WT: Wild type, KO: Knockout, HTAZq: Highest quartile *TAZ* mRNA expression, LTAZq: Lowest quartile *TAZ* mRNA expression, FOXP3: forkhead box P3. TCGA: The Cancer Genome Atlas.

Supplementary Figure S3: TAZ promotes cytokine expression and secretion

(a) Images of the cytokine array blots from WT and TAZ-KO cells. Analysis was performed using ImageJ. Black rectangle = positive control reference dots, red rectangle = WISP-1 dots as an example of a significantly different cytokine (see Fig. 4a). (b) Representative image of the cytokine array blots from shC and shTAZ cells, marked as in (a). (c) RT-qPCR analysis of the indicated cytokine mRNAs in shC vs shTAZ cells treated for 48 hours with 6µM doxycycline. Data from 3 biological repeats. Values are normalized to shC. p-values, from left to right: 0.005, 0.008, 0.19. (d) Binding of TAZ and TEAD4 to regulatory regions of the human *IL23a* gene, plotted as described in Fig. 4d. (e) Correlation between expression of the Treg signature (Fig. S2f) and the cytokine array signature (*Serpine1, CCN4* and *IL23a*) in TCGA breast cancer tumor samples. Tumors are colored according to their relative *TAZ* mRNA expression (red = high expression, blue = low expression). (f) Kaplan-Meier relapse free survival (RFS) plot of all breast cancer patients, comparing low expression (black) vs. high expression (red) of TAZ (202133_at). High and low expression were defined as being above or below the median, respectively. WT: Wild type, KO: Knock out, ShTAZ: *TAZ*-targeting shRNA, ShC: scrambled shRNA. *SerpinE1*: Plasminogen activator inhibitor 1, *WISP1/CCN4*: CCN family member 4, *Il23*: Interleukin 23.

Supplementary Figure S4: TAZ-dependent differences in tumor size are abolished in immune-deficient mice

(a) WT and TAZ-KO 4T1 cells were orthotopically injected into Nude mice (n=3 for WT and n=5 for TAZ KO). Tumors were excised after 5 weeks and weighed. (b) 4T1 cells with inducible shC or shTAZ were treated with 6µM doxycycline for 48 hours prior to orthotopic injection into Nude mice (12 mice in shC group and 8 mice in shTAZ group), pre-fed with doxycycline chow (625mg/kg). Doxycycline chow feeding continued for 5 weeks, when tumors were excised and weighed. (c) Representative images at 10x magnification of C-Cas3 (red) and DAPI (blue) staining of shC and shTAZ tumor samples from (b). Scale bar= 100µm. (d) Quantification of C-Cas3 staining from whole slides of shC and shTAZ tumors (5 samples each) excised from Nude mice. Average numbers of C-Cas3-positive cells were determined as in Fig. 2g. WT: Wild type, KO: Knockout, ShTAZ: *TAZ*-targeting shRNA, ShC: scrambled shRNA, C-Cas3: cleaved caspase 3.

How the deposited data were processed for this re-analysis (not part of the article)

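Bulk RNA-seq counts of 8 tumours (4 shC and 4 shTAZ) and 6 cultures of 4T1 cells (3 shC and 3 shTAZ) were used. The paper gives the conditions, with 6 µM doxycycline for 48 h in vitro and chow with 625 mg of doxycycline per kg until 6 weeks after injection, while the sample labels name no treatment. The groups follow the names of the samples in the labels, and the WT and TAZ-KO samples, the human data and the mouse data of other assays are not analysed here.

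The authors made the raw counts per gene from 3′ MARS-seq reads, trimmed with cutadapt, mapped to the mouse genome with STAR and counted with HTSeq, as the paper's methods and the deposited processing notes state. Beside them, the deposited tables hold a signal per library (normalized counts), which the authors made by dividing the counts by DESeq2's size factors, and the authors' mean of these over all libraries. The log2 values per library are the authors' regularized logarithms from DESeq2, in the cells also after batch correction with sva, and the log2 fold changes are the authors' and are coded as shC over shTAZ. The p values and adjusted p values in the tables are the authors' and come from their DESeq2 fits. The tests start from the raw counts, apart from the alternative that ranks genes by the authors' log2 fold change. The tables list 13414 genes for tumours and 11793 for cells, each with a total count of at least 6, and 10684 symbols are in both (11142 after older symbols were matched). Every sample column could be matched to a sample.

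Analyses ran in R 4.3.3. Genes passed edgeR 4.0.16's filterByExpr (9196 in tumours, 9828 in cells), counts were normalized by TMM, and the quasi-likelihood F test of edgeR compared the groups, with 1 surrogate variable from svaseq (sva 3.50.0) in the model for cells. All fold changes are shTAZ over shC, and adjusted p values follow Benjamini and Hochberg with a threshold of 0.05. The SE is the size of the log2 fold change divided by the square root of F. CPM are counts scaled to the TMM-normalized library size. Lists were tested with preranked fgsea 1.28.0 on the signed square root of F, with at least 3 measured members, 10000 permutations for fgsea's first estimate and adjustment over all lists tested in a comparison (41 of 46 in tumours, 38 of 46 in cells). The same lists were tested with camera of limma 3.58.1, with a correlation between genes preset to 0.01 or estimated, and with fry, whose p tests whether a list's genes move, on balance, one way. The replicate numbers come from the sample labels, and they were taken to pair the cultures, since cultures with the same number deviated together from the means of their groups (correlations over genes, which are not independent replicates, of 0.27, 0.16 and 0.55). However, shTAZ cells 2 correlated slightly better with shC cells 1 (0.19) than with its own number. Cultures with the same number also share a code prefix in the labels. The authors' batch correction shifted them alike (correlations over genes of 0.89, 0.81 and 0.94). The change in tumours was set against that in cells with an interaction term over all 14 libraries and 9577 shared genes, with no surrogate variable. Permutation tests of single genes and of list means are exact and two-sided.

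Before the data were examined, 36 gene lists (pathways, and marker genes of the cell types a tumour can hold), the 10 lists of Table S4, the comparisons, the tests, the alternatives and the rule for named genes were fixed. The rule takes the 10 genes per direction with the largest change among those past the threshold with a mean count of at least 20, which gave 0 genes in both comparisons, every gene that the paper names (25, of which 16 were tested in tumours and 17 in cells), and the top members of each list. Human symbols of Table S4 were matched to mouse orthologs. Results of some genes are not reported here. Every list past the threshold is reported, and lists short of it where they bear on a statement of the paper or on the cell types of a tumour.

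On simulated data with the same library sizes, the tumour test called 37 of 98 genes changed by a log2 fold change of 1, 89 of 95 changed by 2, and 11 of 8815 unchanged genes. For cells these were 14 of 99, 87 of 100 and 2 of 9410, and for the interaction 5 of 100, 48 of 100 and 1 of 9236. In tumours and in cells 1 list of 30 genes moved by a log2 fold change of 0.6 was recovered, and 0 of 20 unchanged lists were called. The simulated genes were drawn independently of each other and with no batch. These list results therefore do not show how often fgsea calls unchanged lists of correlated genes.

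The total count ranged from 1659736 to 22364483 per tumour and from 2243071 to 14815813 per culture, so that a gene with few counts, such as Foxp3, has a wide counting error. Alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts or at least 10 counts in every library, a term for the replicate number or for the prefix of the library codes, 1 surrogate variable or none, other set tests, and leaving out each library in turn. Chosen after seeing the data were the sets of genes of epidermal keratinization and of urothelium and smooth muscle, leaving out the 3 tumours with high counts of these, ranking genes by the authors' log2 fold change, the genes that passed with DESeq2 or with the term for the replicate number, Krt10, and thinning all libraries to the smallest total (10 draws, median).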

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

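The tests of the keratinization genes, the test of a batch in the proliferation genes of the cells, the splits for the counts of genes and for the proliferation genes of the cells, the splits with a term for the replicate number, thinning, and leaving out the 3 tumours with genes of other tissues were chosen only after the result was seen.

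Genes of epidermal keratinization, which the paper does not discuss, made up 0.427% (95% Wilson interval 0.417 to 0.437) of the counts of shTAZ tumour 3 and 0.351% (0.344 to 0.358) of those of shTAZ tumour 4, and at most 0.00866% (0.00766 to 0.00978, shC tumour 2) in each other tumour. Of the 18 members with at least 20 counts in all, 17 (94.44%) had these 2 tumours as their 2 highest, with Krt10 at 1807 and 727 CPM (8.62 to 20.5 in the other tumours) and Lor at 622 and 350.4 CPM (0 to 0.696), and 4 of the 21 genes are also listed in the table of the cultured cells. RNA from skin in these 2 samples may account for the pattern, but the genes were chosen after they were seen high in these tumours, so that their being high together does not decide it. An effect of TAZ depletion on the tumour cells cannot be told apart from it, since shTAZ tumours 1 and 2 differed from the shC tumours by a median of −0.19 (log2) at a median count of 0, and the 4 genes measured in cells had a median log2 fold change of 0.99 in shTAZ cells in the model with 1 surrogate variable but −0.087 in the blocked model (1 of 4 higher), at 0.0015, 0.00239 and 0.00979% of the counts in shC cells 1 to 3 and 0.00214, 0.00149 and 0.0134% in shTAZ cells 1 to 3.

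The list of proliferation genes was higher in shTAZ tumours (NES 2.41, adjusted p = 0.787 with an estimated correlation), with an adjusted p of 0.101 without shC tumour 1 and 0.501 without shTAZ tumour 2, and lower in shTAZ cells (NES −2.93, adjusted p = 0.735 with an estimated correlation), with a score of 2.11 (adjusted p = 0.000355) without shC cells 1 and 1.76 (adjusted p = 0.0454) without shTAZ cells 3. The deepest tumour library, shC tumour 1, had a list score of −1.44 (0.05 to 0.31 in the other shC tumours). With all libraries thinned to the smallest total the adjusted p was 4.22e-05 from fgsea, and under 0.05 in 10 of 10 draws. This argues against its number of counts alone as the whole cause. Thinning keeps each library's shares of genes, so it does not test other differences that may come with a deeper library. The test as written beforehand had counted the loss without this tumour for depth. That loss was set aside after the values were seen, because leaving the tumour out removes it whatever its depth. Without the 3 tumours with high counts of genes of skin or urothelium and smooth muscle the NES was 3.03 (adjusted p = 1.46e-13 from fgsea), so the higher score does not rest on them. A larger score could be foreseen, since shTAZ tumours 3 and 4 had the lowest list scores of their group. RNA of fat was not covered, as shTAZ tumour 2 was kept. Adipocyte genes made up 0.0849% of its counts, 0.101% in shC tumour 2 and at most 0.0387% in each other tumour (shTAZ tumour 4). Of the 35 splits into 4 and 4, 17 gave a score as far from 0 (highest other split 3.11), so that chance cannot be excluded. In cells the lower number of counts of the shTAZ cultures alone is argued against as the whole cause. The adjusted p was 2.47e-09 after thinning, and 0.0326 after thinning in the blocked model, under 0.05 there in 8 of 10 draws. A batch that goes with the replicate number is balanced, since each number holds a culture of both groups. With the term for it in place of the surrogate variable the score was −1.84 (adjusted p = 0.0173, and adjusted p = 0.834 with an estimated correlation). The median log2 fold change of the 39 members was −0.15 (SD 0.34) in that model, and −0.71 with the surrogate variable. With neither it was −0.077 (24 of 39 lower, adjusted p = 0.0834). Rrm2 was at −0.31 in the blocked model and −1.58 with the surrogate variable, and Mcm4 at −0.18 and −1.09. The size of the fall thus depends on the surrogate variable, and whether a difference between the groups remains is not decided. A difference in growth between tumours or cultures and an effect of TAZ stay open, and in cells 10 splits cannot give a share under 0.05 (real score −2.93, highest other 3.055 in size, 2.34 among the 3 others that part every pair of cultures with the same number, as the real one does).

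The list of macrophage genes was higher in shTAZ tumours (NES 2.13) and in shTAZ cells (NES 1.86), at adjusted p = 0.787 and 0.712 with an estimated correlation, and 6 of the 35 splits of the tumours gave a score as large (highest other split 2.49), so that chance cannot be excluded. The greater depth of shC tumour 1 is argued against by an adjusted p of 0.00183 after thinning and of 0.0044 without this tumour. RNA of other tissues, if the 3 tumours with high counts of such genes hold it, cannot be told apart from a difference between the groups, since without these tumours the NES was 1.38 (adjusted p = 0.335) with 3 shC tumours and 2 shTAZ tumours left. The call was also lost without shC tumour 4 (adjusted p = 0.283) and shTAZ tumour 3 (adjusted p = 0.0779), and a difference in macrophages between the tumours may remain but stays open.

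Other lists fixed before the data were examined passed the threshold with fgsea. In tumours these were bile acid and cholesterol metabolism (NES 2.09, 6 of 35 splits as large, highest other 2.46), oxidative phosphorylation subunits (1.82, 12 of 35, highest other 2.63) and immediate early genes (−1.83, 16 of 35, highest other 2.65 in size), and chance can be excluded for none of these 3. The first 2 are close to pathways that the paper reports as enriched in shC tumours (Fig. 3A), and their scores here have the other direction, while the lists of Table S4 for these pathways had an NES of −0.92 for bile acid metabolism, the paper's direction (turned in 1 of 22 alternatives), and 1.05 for oxidative phosphorylation. These had adjusted p = 0.787, 0.811 and 0.787 with an estimated correlation. With fgsea the adjusted p was 0.0733 without shC tumour 1, 0.0908 without shC tumour 4 and 0.268 without shTAZ tumour 3 for the first, 0.386 without shC tumour 1, 0.0936 without shC tumour 4, 0.214 without shTAZ tumour 2 and 0.233 without shTAZ tumour 4 for the next and 0.767 without shC tumour 1 (score 0.92), 0.165 without shC tumour 2, 0.0609 without shC tumour 4, 0.501 without shTAZ tumour 2 and 0.178 without shTAZ tumour 3 for the last. In cells these were interferon-stimulated genes (NES 2.02, adjusted p = 0.712 with an estimated correlation), with −0.70 (adjusted p = 0.91) for the blocked model and −1.36 without shC cells 1 and −1.94 without shTAZ cells 3, and bile acid and cholesterol metabolism (−2.12, adjusted p = 0.735 with an estimated correlation), with −0.72 (adjusted p = 0.904) for the blocked model and 1.72 without shC cells 1 and 1.62 without shTAZ cells 3. With no surrogate variable these 2 had adjusted p = 0.574 and 0.505, and after thinning 0.17 and 0.0782. For the macrophage list in cells the adjusted p was 0.154 without shC cells 2, 0.297 without shC cells 3, 0.0938 without shTAZ cells 1 and 0.141 without shTAZ cells 2. The CD8 cytotoxic and exhaustion lists of Table S4 also passed in cells and are given below.

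With 0 genes past the threshold in the real grouping, every split gives at least as many (35 of 35 in tumours, 10 of 10 in cells and 100 of 100 for the difference between them), which decides nothing about chance, and the highest other split gave 21, 4 and 1 genes. The real split put 5 lists past the threshold, 28 of 35 splits at least as many, and the highest other 12, so that chance cannot be excluded. In cells 10 splits cannot give a share under 0.05, with 6 lists in the real split and in the highest other (2 of 10), and 5 in the highest of the 3 others that part every pair of cultures with the same number, while the other 6 splits keep 2 such pairs together.

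By the test of the difference itself, 6 of 40 lists changed otherwise in tumours than in cells, with scores (tumours minus cells) of 2.64 for proliferation, 1.98 for bile acid and cholesterol metabolism, 1.70 for oxidative phosphorylation subunits, −2.08 for macrophages, −1.85 for fibroblasts and matrix and −1.76 for carcinoma epithelium. This test had no surrogate variable, unlike the main test of the cells. Without that variable the proliferation list in cells had an NES of −1.69 (adjusted p = 0.0834 from fgsea), against −2.93 with it. Macrophage genes made up at most 0.0144% of the counts in each culture (shTAZ cells 2) and at least 1.06% in each tumour (shC tumour 4). With an estimated correlation no list passed, at adjusted p = 0.773 with an estimated correlation for oxidative phosphorylation and 0.729 for the other 5. Of 100 splits drawn from 700, 31 gave as many lists (highest other 13), and of the 34 drawn that part every pair of cultures with the same number, as the real one does, 11 (highest other 11), while the other drawn splits keep such pairs together. With a term for the replicate number within each material 9 lists passed, these 6 (adjusted p = 0.421 with an estimated correlation for fibroblasts and 0.731 for the other 5) and the lists of Table S4 for adipogenesis (−1.60) and xenobiotic metabolism (−1.64) and immediate early genes (−1.79), at adjusted p = 0.809, 0.731 and 0.731 with an estimated correlation. In this model 6 of the 64 splits that part every pair gave as many (highest other 10), so that chance cannot be excluded in either. The call for proliferation was lost without shTAZ cells 3 (adjusted p = 0.159), and that for macrophages without shC cells 3 (adjusted p = 0.133) and shTAZ cells 2 (adjusted p = 0.173). With at least 10 counts in every library the calls for macrophages (adjusted p = 0.106) and fibroblasts (adjusted p = 0.598) were lost. For fibroblasts it was also lost without shC tumour 2 (adjusted p = 0.109), shTAZ tumour 3 (adjusted p = 0.0631), shC cells 3 (adjusted p = 0.147), shTAZ cells 1 (adjusted p = 0.0641) and shTAZ cells 2 (adjusted p = 0.215). For carcinoma epithelium it was lost without shC tumour 4 (adjusted p = 0.599), shTAZ tumour 2 (adjusted p = 0.14), shTAZ tumour 3 (adjusted p = 0.153), shC cells 1 (adjusted p = 0.102), shC cells 3 (adjusted p = 0.0874), shTAZ cells 1 (adjusted p = 0.0819) and shTAZ cells 2 (adjusted p = 0.0822). For bile acid and cholesterol it was lost without shC tumour 1 (adjusted p = 0.242), shC tumour 4 (adjusted p = 0.119), shTAZ tumour 3 (adjusted p = 0.467), shC cells 1 (adjusted p = 0.0884), shC cells 2 (adjusted p = 0.353), shTAZ cells 2 (adjusted p = 0.173) and shTAZ cells 3 (adjusted p = 0.76). For oxidative phosphorylation it was lost without shC tumour 1 (adjusted p = 0.265), shC tumour 4 (adjusted p = 0.135), shTAZ tumour 2 (adjusted p = 0.14), shTAZ tumour 4 (adjusted p = 0.166), shC cells 1 (adjusted p = 0.0894), shC cells 2 (adjusted p = 0.0757) and shTAZ cells 3 (adjusted p = 0.931). The count of lists was 3 without shC tumour 4, shTAZ tumour 3 or shTAZ cells 2.

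Single samples stood far from the others of their group by Dixon's test in 6 of 118 groups, where 5.9 would by chance. The total count of shC tumour 1 was 22364483, against 2282612 to 2968827 in the other shC tumours. Epcam was at 361.6 CPM in shC tumour 4 (112 to 136 in the other shC tumours), Cxcl1 at 220.7 CPM in shTAZ tumour 1 (2.10 to 24.6 in the other shTAZ tumours) and Cxcl5 at 19.6 CPM in the same tumour (0 to 1.25). The score of the fatty acid metabolism list of Table S4 was 0.168 in shC tumour 2, and that of the proliferation list in shC tumour 1 is given above.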

How the results depend on the processing

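Leaving out the 3 tumours with genes of other tissues, ranking by the authors' log2 fold change, and thinning were chosen only after the result was seen. Wwtr1 was lower in shTAZ tumours and in shTAZ cells under every alternative run. Genes past the threshold in tumours were 0 under every alternative except DESeq2 (381 genes there at an unadjusted p under 0.05), and those that differ between tumours and cells were 0 under all, with 235 at an unadjusted p under 0.05 in edgeR. Of 921 values of 58 single genes in tumours under alternatives, 894 kept direction and side of the threshold, 4 passed it and 23 turned direction, and in cells 275, 12 and 58 of 345 values of 29 genes. The YAP/TAZ target list in tumours was negative in all 22 alternatives and the 6 lists that differ between tumours and cells kept their direction in all 19. For the values below the cause was not tested. Depth limits the paper's genes, of which 16 of 23 listed in tumours had counts enough to test, and the NK cell list could not be scored with at least 10 counts in every library or after thinning.

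With DESeq2, 4 genes passed in tumours, 9 lists passed in tumours, 8 genes passed in cells, and the score turned to 0.91 for S4 fatty acid in tumours, −0.70 for peroxisome in tumours and −0.91 for YAP/TAZ targets in cells. With RLE size factors, 8 lists passed in tumours. With no filter on low counts, 2 genes passed in cells, the score turned to −0.80 for S4 xenobiotic in tumours, 0.83 for S4 CD8 cytotoxic in tumours and −0.81 for S4 CD8 exhaustion in tumours, and Wwtr1 in cells passed at −2.32. With at least 10 counts in every library, 8 lists passed in tumours, 1 gene passed in cells, 10 lists passed in cells, the score turned to −0.82 for S4 peroxisome in tumours, 0.87 for S4 fatty acid in tumours, −1.05 for neutrophils in tumours, −0.98 for peroxisome in tumours, −0.76 for S4 xenobiotic in cells and −1.04 for YAP/TAZ targets in cells, the log2 fold change turned to 0.058 for Mmp9 in cells, and Wwtr1 in cells passed at −2.17. With a term for the replicate number, 6 genes passed in cells, 2 lists passed in cells, the score turned to 1.01 for S4 CD8 cytotoxic in tumours, −0.92 for neutrophils in tumours, −0.74 for peroxisome in tumours, −0.94 for S4 inflammatory response in cells, 1.42 for S4 peroxisome in cells, 1.21 for S4 adipogenesis in cells, 1.04 for S4 fatty acid in cells, 1.15 for S4 bile acid in cells, −1.78 for YAP/TAZ targets in cells and −0.70 for interferon genes in cells, the log2 fold change turned to −0.68 for Cxcl1 in tumours, 0.10 for Yap1 in cells, −0.026 for Il23a in cells, 0.28 for Epcam in cells, −0.34 for Csf1 in cells, 0.077 for Mmp3 in cells, −0.057 for Cxcl16 in cells and 0.24 for Mmp9 in cells, and Wwtr1 in cells passed at −1.96. With a term for the prefix of the library codes, the score turned to 0.85 for S4 CD8 cytotoxic in tumours and the log2 fold change turned to 0.016 for Ccl5 in tumours and −0.37 for Cxcl1 in tumours. With 1 surrogate variable in the tumours, 8 lists passed in tumours, the score turned to −0.79 for S4 peroxisome in tumours, 0.96 for S4 adipogenesis in tumours, 1.02 for S4 fatty acid in tumours, 0.96 for S4 CD8 cytotoxic in tumours, 0.52 for fatty acid oxidation in tumours, −0.75 for dendritic cells in tumours, −0.88 for NK cells in tumours and 0.66 for endothelial cells in tumours, the log2 fold change turned to −0.18 for Mki67 in tumours, and S4 CD8 exhaustion in tumours passed at 1.57. With camera at the preset correlation, the direction turned for S4 fatty acid in tumours (adjusted p = 0.633), S4 CD8 cytotoxic in tumours (adjusted p = 0.945), S4 peroxisome in cells (adjusted p = 0.978) and YAP/TAZ targets in cells (adjusted p = 0.978). With camera and an estimated correlation, 0 lists passed in tumours, 0 lists passed in cells, and the direction turned for S4 fatty acid in tumours (adjusted p = 0.811), S4 CD8 cytotoxic in tumours (adjusted p = 0.94), S4 peroxisome in cells (adjusted p = 0.991) and YAP/TAZ targets in cells (adjusted p = 0.991). With fry, 0 lists passed in tumours, 0 lists passed in cells, and the direction turned for S4 fatty acid in tumours (adjusted p = 0.844), S4 CD8 cytotoxic in tumours (adjusted p = 0.976), neutrophils in tumours (adjusted p = 0.986) and YAP/TAZ targets in cells (adjusted p = 0.962). With fgsea on the log2 fold change, the score turned to −0.58 for S4 OXPHOS in tumours, −0.83 for S4 CD8 exhaustion in tumours, 1.45 for carcinoma epithelium in tumours, −0.81 for peroxisome in tumours, 1.10 for S4 peroxisome in cells and 0.84 for S4 adipogenesis in cells. With the log2 fold change of the authors' deposited table, 1 list passed in cells and the score turned to −0.55 for S4 OXPHOS in tumours, −0.81 for S4 CD8 exhaustion in tumours, 1.46 for carcinoma epithelium in tumours, −0.80 for peroxisome in tumours, −1.32 for S4 inflammatory response in cells, 1.59 for S4 peroxisome in cells, 1.3 for S4 adipogenesis in cells, 0.68 for S4 OXPHOS in cells, 0.85 for S4 fatty acid in cells, 1.10 for S4 bile acid in cells, −1.04 for YAP/TAZ targets in cells and −1.25 for interferon genes in cells. Without the 3 tumours with genes of other tissues, 3 lists passed in tumours, the score turned to −1.01 for S4 peroxisome in tumours, 1.39 for S4 fatty acid in tumours, −1.03 for NK cells in tumours, 1.10 for fibroblasts and matrix in tumours, 0.70 for endothelial cells in tumours, −1.10 for peroxisome in tumours, 1.47 for xenobiotic in tumours, 0.78 for interferon genes in tumours and −0.74 for hypoxia in tumours, and the log2 fold change turned to 0.017 for Yap1 in tumours, 0.28 for Pdcd1 in tumours, 0.10 for Cx3cl1 in tumours and −0.15 for Krt10 in tumours. After thinning to the smallest library, 8 lists passed in tumours, 2 genes passed in cells, 3.5 lists passed in cells, and the score turned to 0.95 for S4 fatty acid in tumours, −0.037 for peroxisome in tumours, 0.84 for S4 peroxisome in cells, 0.014 for S4 adipogenesis in cells and −1.36 for YAP/TAZ targets in cells. With no surrogate variable in the cells, 1 list passed in cells, the score turned to −1.17 for S4 inflammatory response in cells, 1.47 for S4 peroxisome in cells, 1.24 for S4 adipogenesis in cells, 0.86 for S4 OXPHOS in cells, 0.90 for S4 fatty acid in cells, 1.08 for S4 bile acid in cells and −1.3 for YAP/TAZ targets in cells, and the log2 fold change turned to 0.12 for Yap1 in cells, −0.17 for Il23a in cells, 0.37 for Epcam in cells, −0.084 for Cxcl1 in cells, −0.38 for Csf1 in cells, −0.12 for Cxcl16 in cells, 0.23 for Mmp9 in cells and 0.017 for Rrm2 in cells.

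Lists short of the threshold in the main test that passed it with all libraries kept or thinned were, with the adjusted p and the setting, YAP/TAZ targets in tumours (0.0461 DESeq2, 0.0447 10 counts, 0.0465 preset correlation, 0.0472 thinned); fibroblasts and matrix in tumours (0.0364 DESeq2, 0.0496 RLE, 0.0337 no filter, 0.045 10 counts, 0.00296 1 surrogate variable, 0.0412 thinned); inflammatory receptors in tumours (0.0419 DESeq2, 0.0496 RLE, 0.0432 no filter, 0.0429 code prefix); xenobiotic in tumours (0.0364 DESeq2, 0.0496 RLE, 0.00265 no filter, 0.0123 log2 fold change, 0.00934 authors' log2 fold change, 0.0322 thinned); neutrophils in tumours (0.0224 no filter); carcinoma epithelium in tumours (0.0434 10 counts, 0.0237 replicate number, 0.0298 code prefix, 0.00772 1 surrogate variable, 0.00447 preset correlation, 0.0311 thinned); endothelial cells in tumours (0.0169 replicate number); S4 CD8 exhaustion in tumours (0.0329 1 surrogate variable); inflammatory cytokines in tumours (0.00925 1 surrogate variable); interferon genes in tumours (0.00561 1 surrogate variable); hypoxia in tumours (0.0166 1 surrogate variable). Lists past it that lost it without a turn of direction, apart from single libraries left out and camera with an estimated correlation and fry, with which 0 passed, were bile acid and cholesterol metabolism in tumours (0.117 no filter, 0.112 1 surrogate variable, 0.294 without the 3 tumours); immediate early genes in tumours (0.0598 no filter, 0.0509 code prefix, 0.586 1 surrogate variable); OXPHOS subunits in tumours (0.375 1 surrogate variable, 0.0538 preset correlation, 0.247 log2 fold change, 0.212 authors' log2 fold change); macrophages in tumours (0.335 without the 3 tumours); S4 CD8 cytotoxic in cells (0.461 replicate number, 0.407 no surrogate variable, 0.0829 preset correlation, 0.138 log2 fold change, 0.315 authors' log2 fold change, 0.226 thinned); S4 CD8 exhaustion in cells (0.505 replicate number, 0.505 no surrogate variable, 0.0829 preset correlation, 0.19 authors' log2 fold change, 0.165 thinned); bile acid and cholesterol metabolism in cells (0.904 replicate number, 0.505 no surrogate variable, 0.293 authors' log2 fold change, 0.0782 thinned); proliferation in cells (0.0834 no surrogate variable, 0.293 authors' log2 fold change); interferon genes in cells (0.574 no surrogate variable, 0.17 thinned); fibroblasts and matrix list, tumours minus cells (0.598 10 counts); macrophages list, tumours minus cells (0.106 10 counts). Tumours with the same replicate number had correlations of deviations of 0.21, 0.13, 0.31 and −0.0096, so that they share only a number, and not every tumour correlated best with its own number.

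Leaving out each library in turn gave 1 to 12 for lists past the threshold in tumours (shC 3 (12), shC 4 (1), shTAZ 1 (12) and shTAZ 3 (2)), 0 to 69 for genes past the threshold in cells (shC 1 (2), shC 2 (3), shC 3 (69) and shTAZ 3 (3)) and 3 to 9 for lists that differ between tumours and cells (shC tumour 4 (3), shTAZ tumour 3 (3) and shTAZ cells 2 (3)). The library or libraries behind each change are in brackets, with the value where it is not an end of the range. For scores of lists in tumours the ranges were −0.89 to 1.37 for S4 peroxisome (shC 1, shTAZ 3 (−0.89) and shTAZ 4 (−0.83)), −1.23 to 0.95 for S4 adipogenesis (shC 1), −1.07 to 1.28 for S4 fatty acid (shC 1 (0.98), shC 2, shC 3 (0.85), shTAZ 1 (0.85), shTAZ 2 (1.07) and shTAZ 3 (0.90)), −1.09 to 1.15 for S4 CD8 cytotoxic (shC 1 (0.97), shC 3 (0.96), shC 4 (0.85) and shTAZ 2), −1.02 to 0.69 for fatty acid oxidation (shC 1), −2.16 to 0.92 for immediate early genes (shC 1), −1.14 to 1.57 for neutrophils (shC 1 (−1.09), shC 4 (−0.99) and shTAZ 1), −0.81 to 1.16 for NK cells (shC 1), −1.93 to 0.50 for endothelial cells (shC 1), −2.16 to 1.07 for fibroblasts and matrix (shC 2), −0.87 to 1.06 for peroxisome (shC 2, shC 4 (−0.85), shTAZ 3 (−0.74) and shTAZ 4 (−0.64)), −1.94 to 1.03 for xenobiotic (shC 2), −0.94 to 1.77 for S4 inflammatory response (shC 3, shC 4 (−0.82) and shTAZ 1), −0.71 to 1.53 for S4 CD8 exhaustion (shC 4), −2.10 to 0.96 for carcinoma epithelium (shC 4), −1.91 to 1.02 for interferon genes (shC 4 and shTAZ 3 (0.75)), −0.95 to 1.31 for S4 xenobiotic (shTAZ 1), −1.38 to 0.73 for S4 bile acid (shTAZ 1), −0.92 to 1.72 for inflammatory cytokines (shTAZ 1), −0.94 to 2.08 for inflammatory receptors (shTAZ 1), −1.32 to 1.88 for hypoxia (shTAZ 1) and −0.76 to 1.47 for S4 OXPHOS (shTAZ 4). For scores of lists in cells they were −1.37 to 1.82 for S4 inflammatory response (shC 1 (−1.36), shC 3 and shTAZ 3), −1.21 to 1.72 for S4 peroxisome (shC 1 (1.66) and shTAZ 3), −1.09 to 1.5 for S4 adipogenesis (shC 1 and shTAZ 3 (1.45)), −1.25 to 1.43 for S4 fatty acid (shC 1), −1.15 to 1.35 for S4 bile acid (shC 1 and shTAZ 3 (1.05)), −1.77 to 1.28 for S4 CD8 exhaustion (shC 1 and shTAZ 3 (1.03)), −1.35 to 1.13 for YAP/TAZ targets (shC 1, shC 2 (−1.07), shTAZ 2 (−1.04) and shTAZ 3 (−1.27)), −2.98 to 2.11 for proliferation (shC 1 and shTAZ 3 (1.76)), −2.22 to 1.72 for bile acid and cholesterol metabolism (shC 1 and shTAZ 3 (1.62)), −1.94 to 2.15 for interferon genes (shC 1 (−1.36) and shTAZ 3), −0.79 to 1.90 for S4 xenobiotic (shC 3) and −1.23 to 1.07 for S4 OXPHOS (shTAZ 3). For log2 fold changes in tumours they were −0.23 to 0.51 for Mki67 (shC 1 (−0.20), shC 4 (−0.034) and shTAZ 2), −0.41 to 0.083 for Pdcd1 (shC 2 (0.011), shC 3 (0.070), shTAZ 1 (0.044) and shTAZ 3), −2.38 to 0.89 for Cxcl1 (shC 2 (−0.30), shC 3 (−0.29) and shTAZ 1), −0.28 to 0.19 for Ccl5 (shC 3, shC 4 (0.037), shTAZ 1 (0.16) and shTAZ 4 (0.087)) and −0.27 to 0.51 for Cd274 (shTAZ 1). For log2 fold changes in cells they were −0.19 to 0.31 for Yap1 (shC 1 (0.24) and shTAZ 3), −1.19 to 1.3 for Il23a (shC 1 and shTAZ 3 (−0.94)), −1.17 to 0.38 for Mki67 (shC 1), −0.55 to 0.85 for Epcam (shC 1 and shTAZ 3 (0.78)), −0.39 to 0.76 for Ccl5 (shC 1 (−0.32) and shTAZ 3), −1.06 to 1.29 for Cxcl5 (shC 1 (−0.44) and shTAZ 3), −0.90 to 1.03 for Cxcl1 (shC 1 and shTAZ 3 (−0.76)), −1.12 to 0.62 for Csf1 (shC 1 (−1.12) and shTAZ 3), −3.00 to 3.76 for Mmp3 (shC 1 and shTAZ 3 (1.51)), −0.68 to 0.37 for Cxcl16 (shC 1 and shTAZ 3 (−0.39)), −0.18 to 0.59 for Mmp9 (shC 1 and shTAZ 3 (0.54)), −0.28 to 1.35 for Bst2 (shC 1 (−0.016) and shTAZ 3), −2.04 to 0.67 for Ahr (shC 1 and shTAZ 3 (0.18)), −0.87 to 1.59 for Rtp4 (shC 1 (−0.44) and shTAZ 3), −0.64 to 0.83 for Ifnar2 (shC 1 (−0.34) and shTAZ 3), −1.87 to 1.92 for S100a4 (shC 1 and shTAZ 3 (0.54)), −0.44 to 1.14 for Cd74 (shC 1 (−0.14) and shTAZ 3), −1.60 to 0.37 for Fdps (shC 1 (0.34) and shTAZ 3), −2.25 to 1.43 for Rrm2 (shC 1 and shTAZ 3 (0.74)), −1.58 to 1.10 for Mcm4 (shC 1 and shTAZ 3 (0.51)), −1.66 to 0.45 for Ccn4 (shC 2), −2.43 to −1.56 for Wwtr1 (shC 3 (−2.42)) and −0.21 to 1.91 for Cx3cl1 (shC 3 and shTAZ 1 (−0.012)).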

Differences from the paper's values

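The tests that use the authors' deposited log2 fold change, thinned libraries, or the tumours without the 3 that hold genes of other tissues were chosen only after the result was seen, and the other alternatives were set before the data were examined. The adjusted p values here follow Benjamini and Hochberg over all lists tested (41 in tumours, 38 in cells). The paper's FDRs come from GSEA on its own sets, so the 2 are not the same measure and a gap between them is partly one of method.

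For the CD8 cytotoxic list of Table S4, the paper's NES, shTAZ over shC tumours, is about 1.5 in Fig. 3F, read by eye, and the value here is −0.81. It has the sign of the paper's and lies within 1.02 of it, the SD of the values with 1 tumour left out in turn, with no filter on low counts (0.83), with a term for the replicate number (1.01), with a term for the prefix of the library codes (0.85), with 1 surrogate variable (0.96), and without shC tumour 1 (0.97), shC tumour 3 (0.96), shC tumour 4 (0.85) or shTAZ tumour 2 (1.15), and under no other alternative set before the data were examined. The paper's FDR for this list is about 0.03 in Fig. 3F, read by eye, and the adjusted p here is 0.828, and no alternative comes within the paper's value.

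For the CD8 exhaustion list of Table S4, the paper's NES on the same direction is about −1.3 in Fig. 3G, read by eye, and the value here is 1.02. It has the sign of the paper's and lies within 0.68 of it, the same SD for this list, with no filter on low counts (−0.81), without shC tumour 4 (−0.71) and with genes ranked by log2 fold change (−0.83), and under no other alternative set before the data were examined. With the log2 fold change of the authors' deposited table, chosen after seeing the values, the NES was −0.81. The paper's FDR is about 0.08 in Fig. 3G, read by eye, and the adjusted p here is 0.598. Only without shC tumour 1 does it come near the paper's, at 0.0592, with an NES in the other direction.

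For the inflammatory response list of Table S4 in cells, the paper's FDR is 0.07 and the adjusted p here is 0.27. No alternative has a value close to the paper's. The list passed without shC cells 3, at an adjusted p of 0.0329 and with an NES (1.82) that is positive in shTAZ cells.

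The paper states that this signature is higher in shC cells than in shTAZ cells, and the NES here, shTAZ over shC, is 1.35 in the model with 1 surrogate variable. With all cultures kept, the NES is positive only in models with this variable. It is −0.94 with a term for the replicate number, −1.17 with no surrogate variable, −1.36 without shC cells 1, −1.37 without shTAZ cells 3 and −1.32 with the log2 fold change of the authors' deposited table, chosen after seeing the values. The authors' log2 fold changes, coded shC over shTAZ, are 1.97 for Wwtr1, 1.95 for Rpl29 and −1.21 for Polr2a. Coded shTAZ over shC, these are −1.96, −1.95 and 1.21 with the term for the replicate number, and −2.25, −2.02 and 1.35 with the surrogate variable. The direction other than the paper's thus rests on the surrogate variable, and the authors' own fold changes give the paper's direction.

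The paper states that 7 pathways are higher in shC tumours, and the lists of Table S4 tied to them had an NES, shTAZ over shC, of 1.37 for inflammatory response, 0.96 for peroxisome, 0.97 for xenobiotic metabolism and 1.05 for oxidative phosphorylation, while those for adipogenesis (−0.94), fatty acid metabolism (−0.85) and bile acid metabolism (−0.92) have the paper's direction. Of 22 alternatives these 3 turned in 2, 14 and 1. The inflammatory response list was negative without shC tumour 4 (−0.82) and without shTAZ tumour 1 (−0.94), the peroxisome list with at least 10 counts in every library (−0.82), with 1 surrogate variable (−0.79), and without shC tumour 1 (−0.89), shTAZ tumour 3 (−0.89) or shTAZ tumour 4 (−0.83), the xenobiotic list with no filter on low counts (−0.80) and without shTAZ tumour 1 (−0.95), and the oxidative phosphorylation list with genes ranked by log2 fold change (−0.58) and without shTAZ tumour 4 (−0.76). After the values were seen, the peroxisome list was also negative without the 3 tumours with genes of other tissues (−1.01) and the oxidative phosphorylation list with the authors' deposited log2 fold change (−0.55). The 7 pathway lists of Table S4 stop early in the alphabet, so these are parts of the pathways of Fig. 3A. Of the lists fixed before the data were examined, that of bile acid and cholesterol metabolism had an NES of 2.09 in tumours and that of oxidative phosphorylation subunits one of 1.82, in the direction other than the paper's for these 2 pathways (for bile acid metabolism also other than that of the list of Table S4), at adjusted p = 0.787 and 0.811 with an estimated correlation.

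The paper's CIBERSORT analysis predicts a decrease in Treg abundance in shTAZ tumours, and CIBERSORT was not run here. From staining of tumour sections the paper also reports a lower share of Tregs among T cells in shTAZ than in shC tumours. For TAZ-KO tumours, not analysed here, it reports a lower relative abundance of Tregs than in WT tumours by staining and mass cytometry. Marker genes in RNA of whole tumours give no share of T cells, so the values below do not test these results. The list of Treg genes fixed here had an NES of 1.37 (adjusted p = 0.316), with 3 of 6 measured genes higher. Of the Treg list of Table S4 the 1 measured gene, Msln, was lower in shTAZ tumours, at a log2 fold change of −1.06 (SE 0.32, unadjusted p = 0.00754, adjusted p = 0.923 over all genes from edgeR). Msln was also measured in the cultured cells, which hold no T cells, so its fall is not evidence on Tregs. Itgae, a gene of the Treg list fixed here, also had counts in these cells, so its rise need not come from Tregs either.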

Other observations

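The counts of Gapdh were looked at only after the result was seen, and no test here was chosen after it.

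In cultured shTAZ cells, the lists of proliferation genes and of bile acid and cholesterol metabolism scored lower and interferon-stimulated genes higher than in shC cells with fgsea, in the model with 1 surrogate variable, and no call was kept with an estimated correlation (adjusted p = 0.712 to 0.735). Of 39 measured proliferation genes 39 were lower, and 13 fell adjusted over the list alone. Rrm2, a subunit of ribonucleotide reductase, had a log2 fold change of −1.58 (SE 0.43, adjusted p = 0.557 from edgeR) and Mcm4, of the replicative helicase, one of −1.09 (SE 0.30). With an estimated correlation this list had adjusted p = 0.735 with an estimated correlation, and its score was 2.11 without shC cells 1 and 1.76 without shTAZ cells 3, where Rrm2 was at 1.43 and 0.74 and Mcm4 at 1.10 and 0.51, while Mcm4 passed at −1.58 (adjusted p = 0.0403 from edgeR) without shC cells 3. With the term for the replicate number Rrm2 was at −0.31, Mcm4 at −0.18 and the list at −1.84 (adjusted p = 0.0173), and with no surrogate variable Rrm2 was at 0.02. Of 19 genes of bile acid and cholesterol metabolism, 16 were lower and 2 fell adjusted over the list alone, among them Fdps, which makes farnesyl diphosphate (−1.20, SE 0.30), at adjusted p = 0.735 with an estimated correlation. Without shC cells 1 and without shTAZ cells 3 in turn, the list was at 1.72 and 1.62 and Fdps at 0.34 and 0.37. Fdps passed without shC cells 3 (−1.60, adjusted p = 0.036 from edgeR) and with DESeq2 (adjusted p = 0.0293). With the term for the replicate number Fdps was at −0.43 and the list at −0.72 (adjusted p = 0.904). Of 22 interferon-stimulated genes, 15 were higher and 1 rose adjusted over the list alone, with Rtp4 at 1.05 (SE 0.39), at adjusted p = 0.712 with an estimated correlation. The score was −0.70 with the term for the replicate number (Rtp4 at 0.26), −1.36 without shC cells 1 and −1.94 without shTAZ cells 3, and Rtp4 was at −0.44 and −0.87 without these cultures. Of 9 macrophage genes that the cultures express, 7 were higher and 1 rose adjusted over the list alone, with Lyz2, which encodes lysozyme, at 3.21 ± 0.503 CPM (SD, n = 3) in shC cells and 11.5 ± 2.12 CPM in shTAZ cells. This list had an NES of 2.21 (adjusted p = 6.38e-05) with the term for the replicate number, adjusted p = 0.712 with an estimated correlation, and 0.154 without shC cells 2, 0.297 without shC cells 3, 0.0938 without shTAZ cells 1 and 0.141 without shTAZ cells 2 as its adjusted p from fgsea. Of 18 YAP/TAZ target genes 11 were lower (NES 0.93, adjusted p = 0.697, median log2 fold change −0.14 and mean 0.02), with −1.78 (adjusted p = 0.0519) for the blocked model and −1.35 without shC cells 1, −1.07 without shC cells 2, −1.04 without shTAZ cells 2 and −1.27 without shTAZ cells 3. Arhgef17 of this list was at 3.38 ± 1.42 CPM and 10.9 ± 1.74 CPM (SD, n = 3).

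In tumours, 13 of 15 measured components of the Hippo pathway were lower (NES −1.22, adjusted p = 0.388), and adjusted over the list alone 1 rose, Vgll4, a cofactor of TEAD that competes with YAP and TAZ (24.2 ± 5.75 CPM in shC tumours and 46.1 ± 9.66 CPM in shTAZ tumours, SD, n = 4), and 1 fell, Wwtr1. Interferon-stimulated genes were higher for 13 of 29 members (NES −1.25, adjusted p = 0.337), with −1.86 without shC tumour 1 (adjusted p = 0.012), 1.02 without shC tumour 4, −1.91 without shTAZ tumour 1 (adjusted p = 0.00433) and 0.75 without shTAZ tumour 3, and adjusted p = 0.851 with an estimated correlation over all tumours. Genes of hypoxia and glycolysis were higher for 11 of 20 (NES 1.19, adjusted p = 0.388), with 1.88 without shC tumour 1 (adjusted p = 0.012), −1.32 without shTAZ tumour 1 and 1.80 without shTAZ tumour 2 (adjusted p = 0.0317), and adjusted p = 0.888 with an estimated correlation. Yap1 was at 127 ± 27.3 CPM and 114 ± 12.8 CPM (SD, n = 4). In these 2 lists 0 members passed adjusted over the list alone.

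The paper reports RT-qPCR or protein levels of single factors in other samples. In the tumours analysed here Il23a was at 24.5 ± 4.56 CPM (SD, n = 4) in shC and 15.3 ± 4.05 CPM in shTAZ tumours, with an edgeR adjusted p of 0.923. Every shTAZ tumour was below every shC tumour (exact permutation test, two-sided, p = 0.0286). The groups did not overlap for 2.39% of all tested genes, where 2.86% would by chance. Wisp1 had 0 to 15 counts per tumour. Mmp9 was at 120 ± 49.5 CPM and 56.0 ± 36.3 CPM, and Mki67, which encodes Ki67, at 10.2 ± 6.76 CPM and 10.9 ± 6.10 CPM, a log2 fold change of 0.15 (SE 0.60), with −0.20 without shC tumour 1, −0.034 without shC tumour 4 and −0.23 without shTAZ tumour 2. In the cells Ccn4, which encodes Wisp1, had a log2 fold change of −0.45 (SE 0.74), with 0.45 without shC cells 2, and Il23a one of 0.75 (SE 0.49), with −1.19 without shC cells 1, −0.94 without shTAZ cells 3, −0.03 with the term for the replicate number and −0.17 with no surrogate variable.

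In the cultured cells, which hold no T cells by design, the CD8 lists of Table S4 passed in fgsea. The cytotoxic list had an NES of 1.88 (adjusted p = 0.0181, 12 of 21 measured genes higher, and adjusted p = 0.735 with an estimated correlation), with 1.24 (adjusted p = 0.461) for the blocked model and an adjusted p of 0.437 without shC cells 1, 0.0708 without shC cells 3, 0.0558 without shTAZ cells 1, 0.094 without shTAZ cells 2 and 0.47 without shTAZ cells 3. The exhaustion list had an NES of −1.71 (adjusted p = 0.0181, 26 of 62 higher, and adjusted p = 0.781 with an estimated correlation), with −1.10 (adjusted p = 0.505) for the blocked model and 1.28 without shC cells 1 and 1.03 without shTAZ cells 3. In both, 0 members passed adjusted over the list alone.

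Gapdh was nearly absent from some libraries. Its count was 14288 in shC tumour 1, 4416 in shTAZ tumour 1 and 1790 in shTAZ tumour 4, and 36 to 52 in the other tumours, and it was 12463 in shC cells 2 and 11326 in shC cells 3, and 35 to 142 in the other cultures.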
